# Genome-wide sequencing of longan (*Dimocarpus longan* Lour.) provides insights into molecular basis of its polyphenol-rich characteristics

**DOI:** 10.1093/gigascience/gix023

**Published:** 2017-03-28

**Authors:** Yuling Lin, Jiumeng Min, Ruilian Lai, Zhangyan Wu, Yukun Chen, Lili Yu, Chunzhen Cheng, Yuanchun Jin, Qilin Tian, Qingfeng Liu, Weihua Liu, Chengguang Zhang, Lixia Lin, Yan Hu, Dongmin Zhang, Minkyaw Thu, Zihao Zhang, Shengcai Liu, Chunshui Zhong, Xiaodong Fang, Jian Wang, Huanming Yang, Rajeev K. Varshney, Ye Yin, Zhongxiong Lai

**Keywords:** Longan genome, genetic diversity, polyphenols biosynthesis, pathogen resistance

## Abstract

Longan (*Dimocarpus longan* Lour.), an important subtropical fruit in the family Sapindaceae, is grown in more than 10 countries. Longan is an edible drupe fruit and a source of traditional medicine with polyphenol-rich traits. Tree size, alternate bearing, and witches' broom disease still pose serious problems. To gain insights into the genomic basis of longan traits, a draft genome sequence was assembled. The draft genome (about 471.88 Mb) of a Chinese longan cultivar, “Honghezi,” was estimated to contain 31 007 genes and 261.88 Mb of repetitive sequences. No recent whole-genome-wide duplication event was detected in the genome. Whole-genome resequencing and analysis of 13 cultivated *D. longan* accessions revealed the extent of genetic diversity. Comparative transcriptome studies combined with genome-wide analysis revealed polyphenol-rich and pathogen resistance characteristics. Genes involved in secondary metabolism, especially those from significantly expanded (*DHS*, *SDH*, *F3^΄^H*, ANR, and *UFGT)* and contracted (*PAL*, *CHS*, and *F3^΄^5^΄^H*) gene families with tissue-specific expression, may be important contributors to the high accumulation levels of polyphenolic compounds observed in longan fruit. The high number of genes encoding nucleotide-binding site leucine-rich repeat (NBS-LRR) and leucine-rich repeat receptor-like kinase proteins, as well as the recent expansion and contraction of the NBS-LRR family, suggested a genomic basis for resistance to insects, fungus, and bacteria in this fruit tree. These data provide insights into the evolution and diversity of the longan genome. The comparative genomic and transcriptome analyses provided information about longan-specific traits, particularly genes involved in its polyphenol-rich and pathogen resistance characteristics.

## Background

*Dimocarpus longan* Lour. (*D. longan*) originated from South China or Southeast Asia and is commonly called longan or “dragon eye” in Asia. It is an important tropical/subtropical evergreen fruit tree that has a diploid genome (2*n* = 2*x* = 30) and belongs to the family Sapindaceae. Longan is widely cultivated in Southeast Asia, South Asia, Australia, and Hawaii [1]. China's longan acreage and production rank first, accounting for 70% and more than 50% of the world's acreage and production, respectively [2]. As an edible drupe fruit and source of traditional medicine, longan is grown in most areas of Southern China, including Guangdong, Guangxi, Fujian, Sichuan, Yunnan, and Hainan [3]. Traditionally, longan leaves, flowers, fruit, and seeds all have been widely used as traditional Chinese medicines for several diseases, including leucorrhea, kidney disorders, allergies, cancer, diabetes, and cardiovascular disease, because they contain bioactive compounds such as phenolic acids, flavonoids, and polysaccharides [4–6]. However, tree size, alternate bearing, and witches' broom disease still pose serious problems in longan production [1]. Cultivar identification and characterization are the first steps for fruit introduction and breeding improvement [7]. In China, there are more than 300 longan varieties; most are landraces and farm varieties, although a few wild populations exist in Hainan, Guangdong, Guangxi, and Yunnan provinces [7,8]. However, only 30–40 varieties are grown commercially worldwide. Longan breeding improvement via conventional breeding strategies has been hindered by its long juvenility, genetic heterozygosity, and plant size [1]. To identify cultivars and improve longan breeding, knowledge of the longan genetic background is required.

Recently, many draft genome sequences for fruit trees have become available, including papaya (*Carica papaya*) [9], grape (*Vitis vinifera*) [10], apple (*Malus domestica*) [11], plum (*Prunus mume*) [12], orange (*Citrus sinensis*) [13], peach (*Prunus persica*) [14], pear (*Pyrus bretschneideri*) [15], kiwifruit (*Actinidia chinensis*) [16], pineapple (*Ananas comosus*) [17], banana (*Musa acuminata*) [18], jujuba (*Ziziphus jujuba*) [19], and strawberry (*Fragaria vesca*) [20]. However, draft genome sequences are still lacking for the subtropical and tropical fruits of the Sapindaceae family. The Sapindaceae family, known as the Soapberry family, is part of the dominant plants in the tree layer of the tropical rain forests; it includes subtropical and tropical fruits (longan, *Litchi chinensis*, and *Nephelium lappaceum*), the important bioenergy plant soapberry (*Sapindus mukorossi*), and the woody oil plant brook feather (*Xanthoceras sorbifolia*). To accelerate improved breeding and utilization of the Sapindaceae family, a fundamental understanding of its complete genome sequence is crucial. Longan, as one of the famous fruit trees in the Sapindaceae family, was selected for genome sequencing in this study. Here, we report the draft genome sequence of the longan cultivar “Honghezi” (HHZ) (2*n* = 2*x* = 30) and the extent of genetic diversity in this species based on whole-genome resequencing of 13 cultivated *D. longan* accessions. Comparative transcriptome studies combined with genome-wide analysis provided insights into the structure and evolution of the longan genome, the molecular mechanisms of the biosynthesis of polyphenol, and the pathogen resistance of longan. Together, these results provided insights into the evolution and diversity of the longan genome and will help to improve the efficiency of longan conventional breeding by integrating biotechnological tools.

## Results

### Genome sequencing and assembly

We selected the *D. longan* “HHZ” cultivar for genome sequencing. In brief, a total of 316.84 Gb of raw data was generated by Illumina sequencing of 12 genome shotgun libraries with different fragment lengths ranging from 170 bp to 40 kb (Additional file 1: Table S1). After stringent filtering and correction steps, 121.68 Gb of high-quality sequence data, representing 273.44-fold coverage of the entire genome, were obtained (Additional file 1: Table S2). Based on K-mer frequency methods [21], the *D. longan* genome was estimated to be 445 Mb with a 0.88% heterozygosity rate (Additional file 2: Fig. S1, Additional file 1: Table S3). Compared with other sequenced fruit tree genomes, the *D. longan* genome was bigger than papaya [9], orange [13], peach [14], and plum [12], and smaller than grape [10], apple [11], pear [15], pineapple [17], and kiwifruit [16]. Longan trees are generally thought to have highly heterozygous traits. The estimated 0.88% heterozygosity rate in the whole genome of the longan “HHZ” cultivar is reported here for the first time. This heterozygosity rate is higher than the rates reported for kiwifruit (0.536%) [16], plum (0.03%) [12,22], and poplar (about 0.5%) [23], and lower than the rates for pear (1–2% sequence divergence) [15] and pineapple (1.89% in F153, 1.98% in MD2, 2.93% in CB5) [17]. These results imply that the idea that fruit trees always have high heterozygosity, which may be due to artificial grafting and/or asexual reproduction.

Using the SOAPdenovo program [24], all the high-quality reads were assembled into 51 392 contigs and 17 367 scaffolds (≥200 bp) totaling 471.88 Mb excluding gaps (Table 1). These assembled sequences accounted for approximately 106.04% of the estimated longan genome, which conflicts with previously reported genome assemblies where the sequences accounted for less than 100% of the estimated genome [13–15]. The higher percentage might be due to the high heterozygosity of the longan genome, suggesting that, in the future, a single-molecule sequencing technology should be used to correct the longan genome assembly. Here, the N50s of contigs and scaffolds were 26.04 kb (longest, 173.29 kb) and 566.63 kb (longest, 6942.32 kb), respectively (Table 1), suggesting the high quality of the assembly. The GC content of the *D. longan* genome was 33.7%, which is comparable with the GC content of the genomes of pineapple (33%) [17], jujuba (33.41%) [19], and orange (34.06%) [13], but lower than the GC content of the genomes of kiwifruit (35.2%) [16], papaya (35.3%) [9], and grape (36.2%) [10] (Table 2, Additional file 2: Fig. S2). Analysis of the percent GC content among different fruit trees can provide important clues about gene density, gene expression, replication timing, recombination, and evolutionary relationships [25]. The GC depth graph and distribution indicated no contamination of any bacterial sequence in the longan genome assembly, and 99.2% of the assembly was sequenced with more than 20× coverage (Additional file 2: Fig. S3). The statistics and comparison of the *D. longan* assembly with 12 other fruit tree genomes are shown in detail in Table 2. The quality of the assembly was assessed by aligning the scaffolds to a longan transcriptome assembly from the NCBI Sequence Read Archive (SRA; SRA050205). Of the 96 251 longan transcriptome sequences (≥100) reported previously [26], 97.55% were identified in the genome assembly (Additional file 1: Table S4), confirming the high quality of the assembly.

**Table 1:** *D. longan* genome assembly.

	Contig		Scaffold	
	Size (bp)	Number	Size (bp)	Number
N90	6457	18 861	122 626	983
N80	11 286	13 434	197 247	668
N70	15 938	9933	283 489	459
N60	20 685	7339	396 999	309
N50	26 035	5306	566 629	204
Longest	173 288		6 942 318	
Total size	471 874 380		495 332 425	
Total number (≥200 bp)		51 392		17 367
Total number (≥2 kb)		27 296		2282

**Table 2:** Statistics and comparison of the *D. longan* assembly to the other 12 genomes.

	Dl	Cs	Cc	Cp	Ac	Md	Pp	Pb	Vv	Ac	Zj	Mn	Tc
Chromosome number (2*n*)	30	18	18	18	58	34	16	34	38	50	24	14	20
Estimate of genome size (Mb)	445	367	370	372	758	742.3	265	527	475	526	444	357	430
Sequence Coverage	273.43	214	7	NA	140	16.9	8.47	194	8.4	400	390	236	16.7
Assembled (Mb)	471.88	320	301	271	616.1	603.9	226.6	512	487	382	437.65	330	326.9
Assembling represent percentage of genome (%)	106.4	87.30	81.4	75	81	81.3	85.50	97.10	102.5	73	98.60	92.4	76
N50 length of contig (Kb)	26.03	49.89	NA	NA	58.9	16.17	294	35.7	65.9	126.5	33.9	34.4	19.8
N50 length of scaffolds (Mb)	0.56662	1.69	NA	NA	0.646	NA	4	0.54	2	11.8	0.3	0.39	0.4738
GC content (%)	33.7	34.06	NA	35.3	35.20	NA	NA	NA	35	33	33.41	35	NA
Repeat content (%)	52.87	20	NA	51.90	36	67.4	29.60	53.10	41.40	38.30	49.49	38.8	25.70
Number of gene models	31 007	29 445	24 533	24 746	39 040	57 386	27 852	42 812	30 434	27 024	32 808	27 085	28 798

Dl, *Dimocarpus longan*; Cs, *Citrus sinensis*; Cc, *Citrus Clementina*; Cp, *Carica papaya*; Ac, *Actinidia chinensis*; Md, *Malus domestica*; NA, not available; Pp, *Prunus persica*; Pb, *Pyrus bretschneideri*; Vv, *Vitis vinifera*; Ac, *Ananas comosus* (L.) Merr.; Zj, *Ziziphus jujuba Mill.*; Mn, *Morus notabilis*; Tc, *Theobroma cacao*.

### Benchmarking Universal Single-Copy Orthologs analysis

We further evaluated the quality and completeness of the draft longan genome assembly using the Benchmarking Universal Single-Copy Orthologs (BUSCO) data sets [27]. Of the total of 956 BUSCO ortholog groups searched in the longan assembly, 900 (94%) BUSCO genes were “complete single-copy,” 288 (30%) were “complete duplicated,” 16 (1.6%) were “fragmented,” and 40 (4.1%) were “missing” (Additional file 1: Tables S5). The percentage of missing BUSCO genes was comparable to the percentages missing in the assemblies of banana (3%), *Brassica napus* (3%), and Arabidopsis (2%), which have served as well-assembled standards at the chromosomal level [28], further suggesting the high quality of our assembly.

### Repetitive elements and gene annotation

Repetitive elements are major components of eukaryotic genomes, and they have been used extensively to analyze genome structure, karyotype, ploidy, and evolution. In the longan assembly, we found that a total of 261.88 Mb (52.87%, 445 Mb) was repetitive sequences (Additional file 1: Table S6), which is higher than the amount observed in orange (20%, 367 Mb) [13], peach (29.6%, 265 Mb) [14], kiwifruit (36%, 758 Mb) [16], pineapple (38.3%, 526 Mb) [17], grape (41.4%, 475 Mb) [10], jujuba (49.49%, 444 Mb) [10], and papaya (51.9%, 372 Mb) [9], and lower than the amount reported in pear (53.1%, 527 Mb) [15] and apple (67.4%, 742.3 Mb) [11] (Table 2), indicating that the sizes of fruit tree genomes differed as a result of the variable amounts of repetitive elements that they contained. Accordingly, the bigger plant genomes often possessed higher percentages of repetitive elements than the smaller plant genomes. Most plant genomes appear to contain abundant long-terminal repeat (LTR) retrotransposons and a small number of short interspersed elements (SINEs) and long interspersed elements (LINEs) [29]. We found that the repetitive fraction of the longan genome comprised LTR retrotransposons, which were the most abundant (36.54%), and SINEs (2.43%) and LINEs (0.04%), which were the least abundant; other repeats, including tandem repeats and unknown repeats, made up 7.59% and 7.71% of[Fig fig1] the repetitive fraction, respectively (Additional file 1: Table S7). A large number of the unknown repetitive sequences may be longan specific. The characterization of repetitive sequences is of primary importance for understanding the structure and evolution of the longan genome.

Using a combination of *de novo* prediction, homology-based searches, and a transcriptome assembly, we predicted a total of 39 282 genes yielding a set of 31 007 high-quality proteins in the longan genome. The average gene size was 3266.02 bp, the average length of the coding sequence was 1232.18 bp, and the average number of exons per gene was 4.68 (Additional file 1: Table S8). The number of genes predicted in the longan genome was close to the number of genes predicted in jujuba (32 808) [10], higher than in papaya (24 746) [9], pineapple (27 024) [17], peach (27 852) [14], orange (29 445) [13], and grape (30 434) [10], and lower than in kiwifruit (39 040) [16], pear (42 812) [15], and apple (57 386) [11]. This analysis showed that the number of genes in the longan genome was similar to the numbers found in other sequenced fruit tree genomes of equivalent size, and also indicated that the bigger plant genomes usually contained higher numbers of genes. Of 31 007 protein-coding genes, 27 862 (89.86%) had TrEMBL homologs, 22 986 (74.13%) had SwissProt homologs, and 23 398 (75.46%) had InterPro homologs (Additional file 1: Table S9). A total of 1611 putative transcription factors (TFs) distributed in 64 families were identified, which represented 4.1% of the genes in the longan genome (39 282). The percentage of TFs in the longan genome was close to the percentages reported in strawberry (4.6%) [20] and rice (4.8%), but lower than the percentages in Arabidopsis (6%), kiwifruit (6.2%) [16], grape (6.7%) [30], poplar (6.7%), and banana (11.75%) [18]. In the longan genome, the largest numbers of genes encoded TFs in the following TF families: MYB (186 genes), ERF (115), MADS (109), NAC (107), bHLH (107), C2H2 (98), B3 superfamily (86), HB (71), WRKY (58), bZIP (55), GRAS (52), and C3H (49) (Supplemental Excel File 1). The identification of these TFs will help to lay a solid foundation for functional verification of longan traits in the future. Among the non-coding genes detected in the longan genome assembly, we identified 359 microRNAs, 212 rRNA, 506 tRNAs, and 399 small nuclear RNAs (Additional file 1: Table S10).

### Gene family evolution and comparison

Orthologous clustering analysis was conducted with the longan genome and eight other selected plant genomes: Arabidopsis, orange, papaya, grapevine, banana, peach, kiwifruit, and apple. Of the 31 007 protein-coding genes in the genome, 26 261 were grouped into 14 961 gene families (763 of which were longan-unique families), giving an average of 1.76 genes per family (Additional file 1: Table S11). The remaining 5834 genes were classed as un-clustered genes. Among the 31 007 genes, 4653 were longan-unique paralogs, 5184 were multiple-copy orthologs, 3606 were single-copy orthologs, and 12 818 were other orthologs (Fig. 1b). Comparative analysis of the longan genome with eight other selected plant genomes indicated that the number of gene families in the longan genome was similar to the numbers in the genomes of orange (15 000) [13] and peach (15 326) [14], higher than in banana (12 519) [18], Arabidopsis (13 406), grape (13 570) [10], kiwifruit (13 702) [16], and papaya (13 763) [9], and lower than in apple (17 740) [11] (Fig. 1b, Additional file 1: Table S11). These comparisons indicated that differences in gene families in plant genomes may be important sources of genetic traits and adaptation in different species. Comparative analysis of the longan genome with the genomes of citrus, banana, peach, and Arabidopsis showed that these five species contained a core set of 9215 genes in common, whereas 1207 genes were specific to longan, which is more than the numbers of genes specific to citrus and Arabidopsis, and lower than the numbers specific to *M. acuminate* and peach (Fig. 1d).

**Figure 1: fig1:**
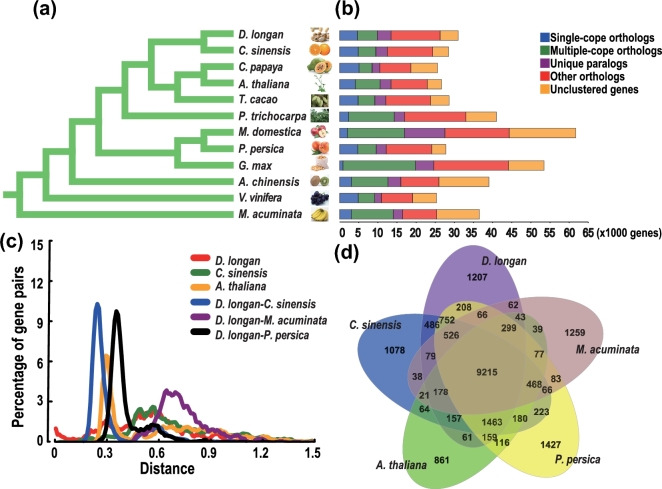
Phylogenetic and evolutionary analysis of the longan genome. (**a**) Molecular phylogenetic analysis based on single-copy genes shared among orange, papaya, Arabidopsis, cacao, poplar, banana, grape, soybean, apple, peach, kiwifruit, and banana from genome data. (**b**) Comparison of the number of gene families in 11 plant species, such as *T. cacao*, *A. thaliana*, *C. sinensis*, *C. papaya*, *P. trichocarpa*, *G. max*, *V. vinifera*, *M. acuminate*, *D. longan*, *P. persica*, *A. chinensis*, and *M. domestica.* (**c**) Distribution of 4DTv distance between syntenic gene pairs among banana, peach, orange, and Arabidopsis. (**d**) Distribution of gene families among *D. longan*, *C. sinensis*, *A. thaliana, M. acuminata*, and *P. persica*. Homologous genes in longan, orange, Arabidopsis, banana, and peach were clustered to gene families. The numbers of gene families are indicated for each species and species intersection.

Expansion or contraction of gene families may provide clues to the evolutionary forces that have shaped plant genomes and have an important role in the diversification of plants. In this study, we used CAFÉ [31] to identify gene families that had potentially undergone expansion or contraction in the longan genome. We found a total of 2849 expanded gene families and 2842 contracted families; however, only 386 expanded families (7839 genes) and 12 contracted families (53 genes), accounting for 19.96% and 0.13% of the total coding genes (39 282), respectively, were found to be statistically significant at *P* < 0.05 (Supplemental Excel Files 2 and 3). The genes in the significantly expanded and contracted families (*P* < 0.05) were annotated with gene ontology (GO) terms. Genes in a total of 32 (expanded) and 11 (contracted) families were assigned GO terms under the three GO categories: biological process, cellular component, and molecular function. Almost all the expanded or contracted families contained genes that were assigned terms under biological process, and a few genes in the contracted families were assigned terms under the cellular component and molecular function categories (Additional file 2: Fig. S4a and b). The dominant terms in the expanded or contracted gene families were “cellular component organization,” “locomotion,” “auxiliary transport protein,” and “binding,” revealing important clues to the evolutionary forces that may have shaped the longan genomes.

### Genome evolution

Whole-genome duplication is common in most plant species, and it represents an important molecular mechanism that has shaped modern plant karyotypes [32]. Characterization and annotation of the longan genome provided comprehensive information for us to further investigate the evolutionary history of longan. Single-copy nuclear genes from orange, Arabidopsis, cacao (*Theobroma cacao*), poplar (*Populus trichocarpa*), grape, apple, papaya, soybean, peach, kiwifruit, and banana [18] were used in a genome-scale phylogenic analysis using the maximum likelihood method. The phylogenetic analysis showed that longan was phylogenetically closest to orange, close to papaya, Arabidopsis, and cacao, and most distant from monocotyledon fruits (banana). From the phylogenetic tree, we estimated that longan diverged about 69.3 million years ago (Fig. 1a). To determine the nature of the evolutionary events that led to the modern longan genome structure, we analyzed the syntenic relationships between longan and poplar. We detected a total of 2106 and 883 syntenic blocks containing 17 901 and 17 447 colinear genes for longan and poplar, respectively (Additional file 1: Table S12), which supported the reported conserved colinearity and close evolutionary relationship in these two plant species. To further analyze the evolutionary divergence and the relative age of duplication events in longan and other related species, we calculated the distance–transversion rates at 4-fold degenerate sites (4DTv) (Fig. 1c). The 4DTv value peaked at 0.3 for paralog pairs in Arabidopsis, highlighting the recent whole-genome duplication in this species. Two 4DTv values that peaked at 0.72 and 0.6 for orthologs between longan and banana, and between longan and Arabidopsis (data no shown), respectively, supported species divergence. These results are consistent with the more ancient divergence between monocotyledons and dicotyledons. The orthologs between longan and grape (data no shown), longan and peach, and longan and orange showed 4DTv distance peaks at 0.36, 0.36, and 0.26, respectively, which is consistent with the 4DTv peaks reported previously for Vitaceae and Rosaceae species, and more ancient than the 4DTv values for Rutaceae or Sapindaceae. In longan, the analysis showed ancient duplication events (the 4DTv peak at about 0.55) but did not reveal a recent whole-genome duplication. These results complement the results for the longan genome and will contribute to studies into ancestral forms and arrangements of plant genes [33].

### Assessment of genetic diversity in longan germplasm

A representative characteristic of longan cultivars is their high heterozygosity, which has resulted in the low efficiency of longan germplasm management and utilization. Traditionally, molecular markers (RAPD, AFLP, SCAR, SCTP, and SRAP) and single nucleotide polymorphisms (SNPs) based on transcriptome data [34] have been used for accurate identification of longan varieties. However, the extent of heterozygosity in the whole genome is not well understood [7]. The availability of the longan draft genome provided the foundation with a comprehensive assessment of heterozygosity in the longan genome.

We selected 13 representative commercially cultivated accessions with early-maturing, middle-maturing, late-maturing, multiple-flowering, aborted-seeded, and disease-resistant characteristics for whole-genome resequencing (Additional file 1: Table S13). A total of 45.77 Gb of raw data was generated by Illumina sequencing. After alignment of the clean reads corresponding to 5.02- to 7.31-fold depths and >78% coverage to the reference genome (Additional file 1: Table S14), we identified 357 737 SNPs (Additional file 1: Table S15) and 23,225 small insertions/deletions (indels) (Additional file 1: Table S16). The overall polymorphism density was 0.05–0.12 SNPs and 0.004–0.007 indels per 10 kb of the genome sequence, which is much lower than the diversity reported in orange [13]. Notably, the major variations existed among the “FY,” “MQ,” and “SJM” accessions, whereas variations within the cultivated longan accessions, particularly the “LDB” accessions, were relatively low (Additional file 1: Tables S15 and S16).

To further investigate the population structure and relationships among the longan accessions, we constructed a neighbor-joining tree (Fig. 2a) and carried out a principal component analysis (PCA) (Fig. 2b). The neighbor-joining tree, constructed based on all the identified SNPs, indicated that the 13 longan accessions clustered into two subfamilies. The first subfamily consisted only of “FY,” which showed the highest variations and clear separation from other cultivars. This result is quite different from results reported previously [35,36]. In previous studies using molecular markers, “FY,” which originated from Quanzhou, China, was found to cluster together with other Chinese longan accessions. In our study, which was conducted at an overall genomic level, “FY” was found to possess more genetic differences compared with the other longan accessions tested. This result might be due to the special traits of “FY,” such as witches' broom disease-resistant, middle-maturity, and canned processing products. This result also supports the observed diversity of “FY” at the overall genomic level. The second subfamily neighbor-joining tree consisted of three clades (Fig. 2a). The first clade included “JHLY,” “WLL,” “JYW,” and “SN1H”; the second contained “MQ,” “SX,” “SJM,” and “SEY”; and the third consisted of “DB,” “HHZ,” “LDB,” and “YTB.” Moreover, the PCA showed that the samples that originated from China tended to cluster together (“HHZ,” “DB,” “JYW,” “LDB,” “WLL,” “SN1H,” “YTB,” “SEY,” “JHLY,” and “SX”). The PCA also showed the clear separation of “FY,” “SJM,” and “MQ.” The “SJM” and “MQ” accessions, which originated from Southeast Asia and Thailand, respectively, possessed apparent differences compared with the Chinese longan accessions tested in this study. Together these results indicated geographic patterns of genetic differentiation, which agree with findings reported previously [34]. The relatively low levels of genetic variation among the Chinese cultivars also suggested that they might have suffered a bottleneck during domestication [7,34]. These results suggested that the relationship among the 13 selected longan accessions was, at least partly, determined by their geographical distributions.

**Figure 2:**
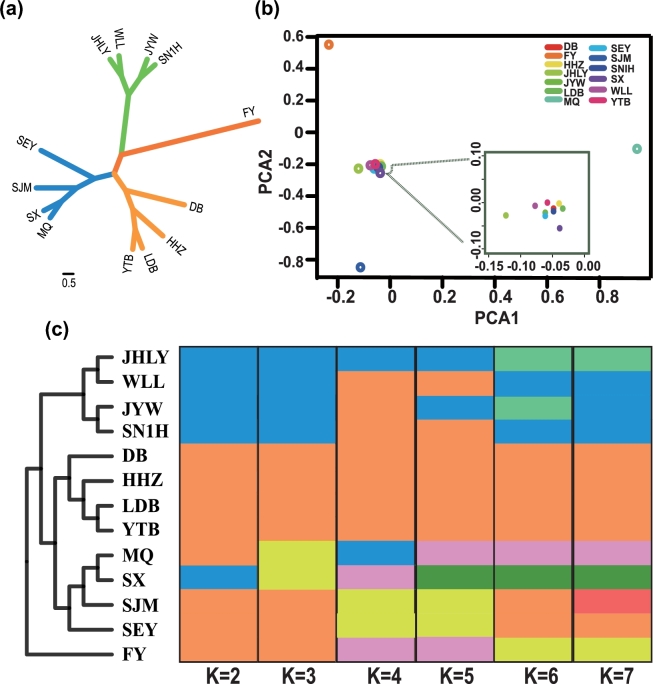
Genetic diversity and population structure of longan accessions. (**a**) Neighbor-joining tree of the 13 longan accessions on the basis of all SNPs. (**b**) PCA of the 13 longan accessions using SNPs as markers. Different colors represent different longan accessions. HHZ, DB, JYW, LDB, WLL, SN1H, YTB, SEY, JHLY, and SX are clustered together; FY (Quanzhou, China), SJM (South-East Asia), and MQ (Thailand) showed a clear separation. (**c**) Population structure of longan accessions. The distribution of the accessions to different populations is indicated by different color. Each accession is represented by a vertical bar. Numbers on the x-axis show the K number, and the y-axis shows the different accession.

An additional analysis of the population structure was conducted using the FRAPPE program [37] with K (the number of populations) set from 2 to 7 (Fig. 2c). For K = 7, a new subgroup was detected among the 13 longan accessions. This subgroup had characteristics, such as various maturity levels, high yielding, aborted seeding, disease resistance, and multiple flowering. The cultivars “SX” and “YTB,” which are susceptible to disease, contained more variations in resistance genes, such as nucleotide-binding site leucine-rich repeat (NBS-LRR) and leucine-rich repeat receptor-like kinases (LRR-RLK), than the disease-resistant cultivars (“FY,” “SN1H,” “MQ,” “LDB,” and “JYW”) (Supplemental Excel Files 4 and 5). These results provided a measure of the changes in genetic diversity and a theoretical estimate of the genetic relationships among the selected longan cultivars.

### RNA sequencing revealed SNPs, indels, differentially expressed genes, and alternative splicing events in different tissues of “SJM” longan

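Gene expression was measured by RNA sequencing, in which cDNA fragments are sequenced and matched to the genes they came from. The libraries came from root, stem, leaf, flower bud, flower, young fruit, pericarp (the fruit peel), pulp and seed of the longan cultivar “SJM”. Each tissue had 1 library, so there were no replicates, and differences between tissues are described without a test. The tissue list in the methods has mature fruit where Table S17 and the sample labels have stem, and the library is called stem here. Table S17 of the study gives between 45777094 clean reads (root) and 60115302 clean reads (leaf) per library. The share of clean reads that mapped to genes ranged from 36.8% in pulp to 57.6% in leaf. The product of these values was 21905676 reads on genes in pulp, 23891065 in root, 25100493 in stem, 25754013 in pericarp, 26066498 in young fruit, 27141053 in flower bud, 29013238 in flower, 31597460 in seed and 34638437 in leaf. The authors removed adaptor sequences, low-quality reads and reads from chloroplast, mitochondrion and ribosomal DNA. They aligned the clean reads to the longan draft genome with TopHat and gave each gene's expression as FPKM, the number of fragments on the gene normalized to its exon length and to the mapped fragments of the library. The deposited table lists FPKM with 2 decimals for 30014 genes, and the total per library ranged from 884470 in leaf to 1011820 in root. Low FPKM values are whole multiples of 1 fragment, so the commonest ratio of low values in 2 libraries gives their relative depth. It was taken over genes whose highest value was under 2 FPKM, with values above 0.2 FPKM in both libraries, and ratios within 0.03 on the log2 scale were counted as equal. Relative to root, this depth ranged from -0.12 in pulp to 0.54 in leaf on the log2 scale. It differed from the ratio of reads mapped to genes by at most 0.02, and from the ratio of reads mapped to the genome by up to 0.16. FPKM values are not counts, so no count model was fitted, and fold changes were computed as log2(FPKM + 1). This scale understates the change of genes with low FPKM.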

To improve the gene annotation of the longan genome sequence and get more information about longan traits, we constructed nine cDNA libraries corresponding to nine different organs (root, stem, mature leaf, flower bud, flower, young fruit, pericarp, pulp, and seed) from a representative “SJM” cultivar. “SJM,” which originated in Southeast Asia, blossoms and bears fruit throughout the year, with no requirement of environmental control [38]. Here, 490 502 822 clean reads from nine RNA sequencing (RNA-seq) data sets were obtained after removing low-quality reads and adaptor sequences, and about 53.55–79.40% of the clean reads mapped to the longan draft genome (Additional file 1: Table S17). This percentage of mapped reads is lower than the 90% previously reported in peach [39], suggesting that the “SJM” cultivar contained high variations compared with the sequenced “HHZ” genome, probably because of their different origins. Moreover, the BUSCO analysis [27] showed that 483 (87%) of BUSCO genes were “complete single-copy,” 352 (36%) were “complete duplicated,” 53 (5.5%) were “fragmented,” and 68 (7.1%) were “missing” (Additional file 1: Table S18), indicating the high quality of our assembled transcriptome.

The transcribed regions/units were constructed independently for individual tissues. We found that transcripts/genes ranged from 19 322 (pulp) to 23 118 (flower bud), completely or partially (49.18–58.85%) overlapped with 39 282 annotated genes in the longan genome. 

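A gene was counted as expressed in a tissue when its deposited FPKM was above 0. The number of expressed genes was 22205 in root, 22103 in stem, 21267 in leaf and 22407 in flower. It was 22737 in young fruit, 21777 in pericarp and 22320 in seed, between the 19322 genes of pulp and the 23118 genes of flower bud. These numbers equal the expressed genes listed in Table S17 in all 9 tissues. Of the expressed genes, between 16.8% (root) and 22.3% (flower) had less than 1 FPKM. The limit of 1 FPKM moved the numbers most, to 15052 genes in pulp and 18779 genes in young fruit. At that limit young fruit had more expressed genes than flower bud, which had 18259, and pulp still had the fewest. The median FPKM over all listed genes was 1.02 in pulp and between 2.18 (leaf) and 4.15 (young fruit) in the other 8 tissues.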

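Of the 30014 longan genes in the deposited table, 28598 had an FPKM above 0 in at least 1 of the 9 tissues, which is 72.8% of the 39282 annotated genes. At least 1 FPKM in at least 1 tissue was reached by 23661 genes, and 15706 genes were above 0 in all 9 tissues. The remaining 1416 genes of the table were listed at 0 in every tissue, which does not show that they are unexpressed.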

The numbers of expressed transcripts in each longan tissue were much lower than the numbers previously reported in *Brassica rapa* (32 335 genes expressed in at least one tissue, equivalent to 78.8% of the 41 020 annotated genes) [40]. 

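The number of expressed genes was set against the reads mapped to genes across the 9 tissues. Pearson's r was 0.27 (exact permutation test, two-sided, p = 0.472, n = 9) and Spearman's rho was 0.32 (exact permutation p = 0.410). Without leaf and seed, the 2 tissues farthest from the median number of mapped reads, r was 0.76 (exact permutation p = 0.0528, n = 7). Against clean reads instead of reads mapped to genes, r was -0.49 (exact permutation p = 0.171). Against the share of clean reads that mapped to genes, a relation chosen after seeing the data, r was 0.71 (exact permutation p = 0.0462) and rho was 0.42 (exact permutation p = 0.270). That relation rests on pulp and pericarp, since without them r was -0.29 (exact permutation p = 0.546). With Benjamini-Hochberg adjustment over the 4 relations computed, the p-values of r were 0.630 for mapped reads, 0.342 for clean reads and 0.185 for the mapped share, so none of them held up. Pulp had both the fewest mapped reads and the fewest expressed genes, while leaf had the most mapped reads and the next lowest number of expressed genes.

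**Figure D1:**
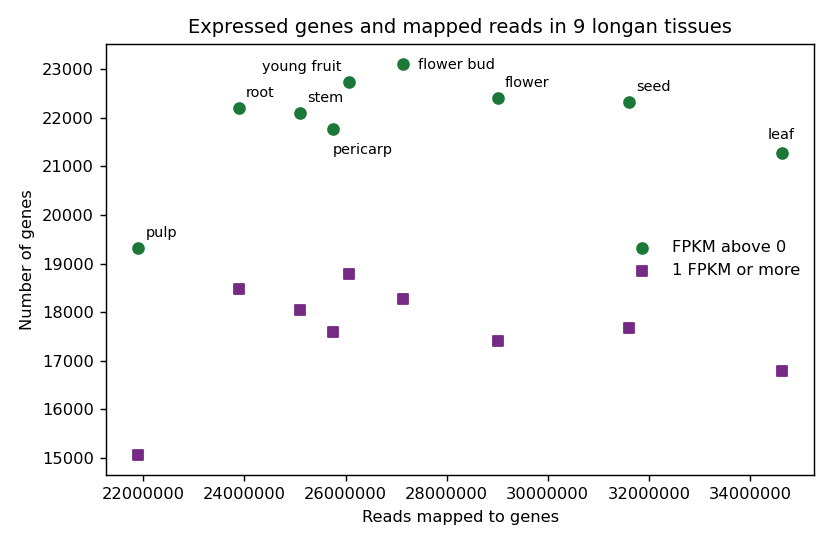
Number of genes with an FPKM above 0 (circles) and with 1 FPKM or more (squares) in each of the 9 tissues, against the number of reads mapped to genes. Each point is 1 library, the vertical axis does not start at 0, and pulp is lowest at both limits, with 19322 and 15052 genes.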

The lower numbers of transcripts detected in each tissue may be due to the high variations and genetic heterozygosity in the “SJM” cultivar. The coverage of the longan gene set by our transcripts indicated the broad representation of our unigenes and provided the opportunity to identify alternative splicing (AS) events. In addition to the predicted genes, novel transcripts, which ranged from 1621 (stem) to 1999 (young fruit), were detected across all nine samples. Among the novel transcripts, 798 (flower) to 988 (young fruit) contained open reading frames, while 820 (stem) to 1011 (young fruit) were identified as non-coding RNAs in the longan genome (Additional file 1: Table S17). Most of these non-coding RNAs were longer than 200 nt and had no ORFs encoding sequences longer than 300 amino acids, suggesting that they may be long intergenic non-coding RNAs [41] or *cis*-natural antisense transcripts [42], which will need further analysis. The numbers of novel encoding and non-coding transcripts in young fruit were the highest among the nine samples, suggesting that the development of young fruit required more complicated gene regulatory networks than the other stages. To further optimize the structure of the transcripts, we compared the assembled transcripts and annotated genes from the reference longan genome and extended the 5^΄^ or 3^΄^ ends of the transcripts according to the annotated gene information. In total, the extending 5^΄^ or 3^΄^ end of annotated genes ranged from 8126 (pulp) to 9995 (flower bud) across nine tissues, and almost half the number of total genes extended by 5^΄^ end in each sample. We identified a total of 1 255 816 SNPs and 34 390 indels across the nine longan tissues and found that the highest number of SNPs and indels were detected in young fruit (161 897) and leaf (4673), respectively, suggesting that the expressed transcripts may be more diverse in these two tissues. Notably, the lowest frequencies of SNPs and indels were detected in pulp (105 007 and 2587, respectively). The SNPs and indels detected in the transcript sequences will be a valuable resource from which to identify candidate genes, analyze population structures and evolution, and accelerate plant breeding [39]. The identification of novel genes, extended annotated genes, SNPs, and indels from different developmental stages implies that our gene set can serve as a valuable complementary resource for longan genomics.

To identify significantly differentially expressed genes (DEGs), we used 12 pair-wise comparisons among the nine samples as follows: root *VS* stem, root *VS* leaf, leaf *VS* stem, flower bud *VS* flower, flower bud *VS* young fruit, flower *VS* young fruit, young fruit *VS* pulp, young fruit *VS* seed, pericarp *VS* pulp, pericarp *VS* seed, and pulp *VS* seed. 

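The text speaks of 12 comparisons and names 11, and those 11 were computed. Differentially expressed genes were called by the study with EBSeq, and the paper does not state the input values. Those calls were not repeated, because the FPKM values do not give back read counts. Instead, a gene was counted as changed when log2(FPKM + 1) differed by at least 1, a 2-fold change, between the 2 tissues. With 1 library per tissue these counts have no replicate check. Changed genes numbered 8108 in root VS stem, 6774 in leaf VS stem, 9501 in flower bud VS young fruit, 8109 in pericarp VS seed and 9345 in pulp VS seed. As a share of genes above 0 in either tissue, the changed genes ranged from 18.8% in flower bud VS flower to 46.9% in young fruit VS pulp. At least 1 of the 11 comparisons changed 21352 genes, and 69 genes changed in all of them. Of 29614 genes simulated without a change between young fruit and seed, 28 passed the 2-fold limit from counting error alone, under assumed gene lengths. The simulation does not cover the comparisons with pulp, which had the fewest mapped reads, or other pseudocounts.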

Among the detected DEGs (Additional file 2: Fig. S5), an average of 3922 ± 2391 were up-regulated and an average of 4859 ± 2666 were down-regulated in the 12 comparisons. 

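Over the 11 comparisons, a mean of 4194 ± 1635 genes (SD over comparisons) were higher in the second-named tissue and 4685 ± 1993 were higher in the first-named tissue. The paper's text does not define the direction of up-regulation, and here it is read as higher in the second-named tissue. The limit of 4-fold moved these means most, to 1629 and 2116 genes. More genes were higher in the first-named tissue in 7 of the 11 comparisons. The share of changed genes that were higher in the first-named tissue ranged from 30.5% in pulp VS seed to 76.9% in young fruit VS pulp. Scaling each library by its median ratio over the 12039 genes above 1 FPKM in all tissues changed this split by more than 10 percentage points in 4 comparisons. It went from 76.9% to 63.1% in young fruit VS pulp, from 60.0% to 49.6% in flower bud VS flower, from 38.4% to 49.1% in flower bud VS young fruit and from 30.7% to 49.0% in flower VS young fruit. The scaling factors ranged from -0.25 (pulp) to 0.27 (young fruit) on the log2 scale.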

The highest number of DEGs was detected in young fruit *VS* seed (9737), followed by root *VS* leaf (9702) and flower *VS* young fruit (9101), and the lowest number of DEGs was detected in flower bud *VS* flower (3722). 

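By the 2-fold rule, young fruit VS pulp had the most changed genes (11300), followed by root VS leaf (10423), pericarp VS pulp (10205) and flower VS young fruit (10157). Young fruit VS seed had 9133 changed genes, of which 5805 were higher in young fruit and 3328 in seed, and ranked 7 of 11. Flower bud VS flower had the fewest, 4614, of which 2769 were higher in flower bud. The pseudocount moved these numbers in both directions. With 0.1 FPKM added in place of 1 FPKM, flower bud VS flower had 8877 changed genes and young fruit VS pulp 15636, and with 5 FPKM added they had 2242 and 6862. Flower bud VS flower had the fewest changed genes under every setting tried, while root VS leaf took the place of young fruit VS pulp at the top with 5 FPKM added (6886 genes) and at 4-fold (5161 against 5159 genes). From the comparison of the 9 tissues the paper goes on to the functions of the differentially expressed genes.

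**Figure D2:**
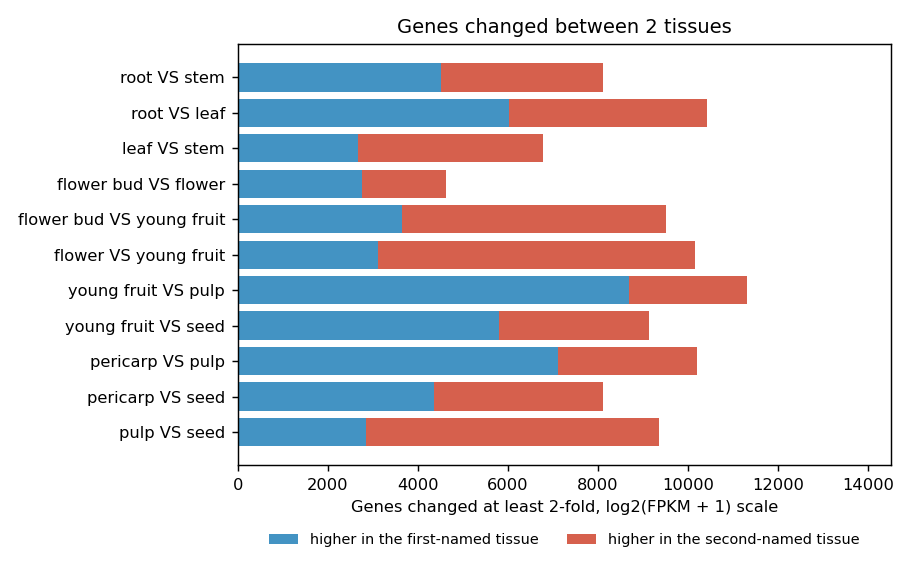
Number of genes changed at least 2-fold on the log2(FPKM + 1) scale in each of the 11 comparisons, split by the tissue with the higher value. Each bar compares 1 library with 1 library, and the bars run from 4614 genes in flower bud VS flower to 11300 in young fruit VS pulp.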

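A gene was counted as organ-specific when its FPKM was above 0 in that tissue and 0 in the other 8, since the paper's text does not give its definition. Organ-specific genes numbered 399 in root, 192 in stem, 203 in leaf, 425 in flower bud, 221 in flower, 266 in young fruit, 186 in pericarp, 314 in pulp and 513 in seed. Of these 2719 genes, 75.8% had less than 1 FPKM, and a gene listed at 0 elsewhere need not be absent there. The limit of 1 FPKM moved the numbers most, to 189 in seed, 120 in root and in flower bud, and 21 in leaf. By the tau index of log2(FPKM + 1), with a limit of 0.9 and at least 1 FPKM, root had the most (506), followed by seed (451), and pericarp the fewest (67). Of the 1611 transcription factor genes listed by the study, 1529 are in the deposited table, and 125 of them were organ-specific. The highest of them within each tissue were Dlo_020821.1 in seed (NF-YB type, 209.0 FPKM), Dlo_024244.1 in flower bud (bHLH type, 64.8 FPKM), Dlo_026970.1 in root (MYB type, 6.93 FPKM), Dlo_005714.1 in stem (B3 type, 5.25 FPKM) and Dlo_002458.1 in young fruit (HB type, 2.16 FPKM). In leaf, flower, pericarp and pulp no organ-specific transcription factor gene reached 1 FPKM. The highest there were Dlo_003728.1 in leaf (B3 type, 0.99 FPKM), Dlo_028155.1 in flower (M-type, 0.52 FPKM), Dlo_012662.1 in pericarp (MYB-related type, 0.79 FPKM) and Dlo_006640.1 in pulp (bZIP type, 0.62 FPKM). Transcription factor genes changed at least 2-fold numbered from 296 in flower bud VS flower to 723 in root VS leaf, with 708 in young fruit VS pulp. The limit of 4-fold, added here after seeing the data, moved these numbers most, to 78 in flower bud VS flower and 409 in young fruit VS pulp, which then had the most.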

The numbers of organ-specific genes ranged from 87 in young fruit to 530 in root, and the significantly differentially expressed transcription factors in each comparison ranged from 272 (flower bud *VS* flower) to 732 (young fruit *VS* pulp). To evaluate the potential functions of the DEGs, we annotated them by assigning GO terms under the three main categories: biological process, cellular component, and molecular function. DEGs in each pair were categorized into 43 (flower bud *VS* flower) to 47 (young fruit *VS* pulp). Details of the GO annotations are provided in Additional file 2: Fig. S6. The dominant terms in all 12 comparisons were “metabolic process,” “cellular process,” “cell,” “cell part,” “catalytic activity,” and “binding,” similar to results previously reported in the “SJM” and “LDB” cultivars [43]. To further understand the biological functions of the DEGs, we carried out a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway-based analysis. In nine of the 12 comparisons, the highest numbers of DEGs were involved in “metabolic pathway,” followed by the “biosynthesis of secondary metabolites” and “plant–pathogen interaction” pathways. In pericarp *VS* seed, root *VS* leaf, and pericarp *VS* pulp, “biosynthesis of secondary metabolites,” “pyrimidine metabolism,” and “stilbenoid, diarylheptanoid and gingerol biosynthesis” were the most represented pathways, respectively (Additional file 2: Fig. S7). These results are fully consistent with the view that *D. longan* contains high levels of polyphenolic compounds and a large number of pathogen resistance genes [44,45].

To determine the types of AS events represented in our assembled transcripts data set, we used the software TopHat [46]. First, the nine longan tissues were analyzed at the exon level, which can provide important information about the types of gene isoforms that are expressed and variable [47]. Expressed exons were detected in the range of 96 105 (pulp) to 111 476 (flower bud) across the nine tissues (Additional file 1: Table S17). A total of 298 914 AS events were detected across all the tissues, representing the four known types of AS, namely intron retention, exon skipping, alternative 5^΄^ splice site donor, and alternative 3^΄^ splice site acceptor. Alternative transcripts have been shown to be tissue or condition specific [47,48]. We also found that the largest numbers of AS events were detected in leaf (37 216), followed by young fruit (35 998) and pericarp (35 384), and the smallest numbers were found in pulp (28 058), corresponding to the least expressed exons. The predominant and rare types of AS events in all nine tissues were intron retention and exon skipping, respectively. This result is consistent with prior findings in rice [49], Arabidopsis [50], grape [48,51], and *B. rapa* [40], but contradicts a previous finding that exon-skipping was predominant in peach [39] and metazoans [52], indicating[Fig fig3] the complexity of the AS landscape in plants and the important consequences this may have on plant/crop phenotypes.

### Biosynthesis of polyphenols and MYB transcription factors in longan

Polyphenols, potential antioxidative compounds, are the major category of secondary metabolites in longan leaf, flower, fruit, and seed [4]. Phenolic compounds are derived primarily through the shikimic acid, phenylpropanoid, and flavonoid pathways. Our transcriptome data showed that the significant DEGs in the nine longan tissues were involved mainly in “biosynthesis of secondary metabolites.” To further assess changes between the primary and secondary metabolism of polyphenols during the longan vegetative and reproductive growth stages, the copy numbers of 26 selected structural genes within the shikimate acid, phenylpropanoid, and flavonoid biosynthesis pathways were compared with those in corresponding pathways of Arabidopsis, orange, peach, grape, poplar, and eucalyptus (Fig. 3a, Supplemental Excel File 6).

**Figure 3: fig3:**
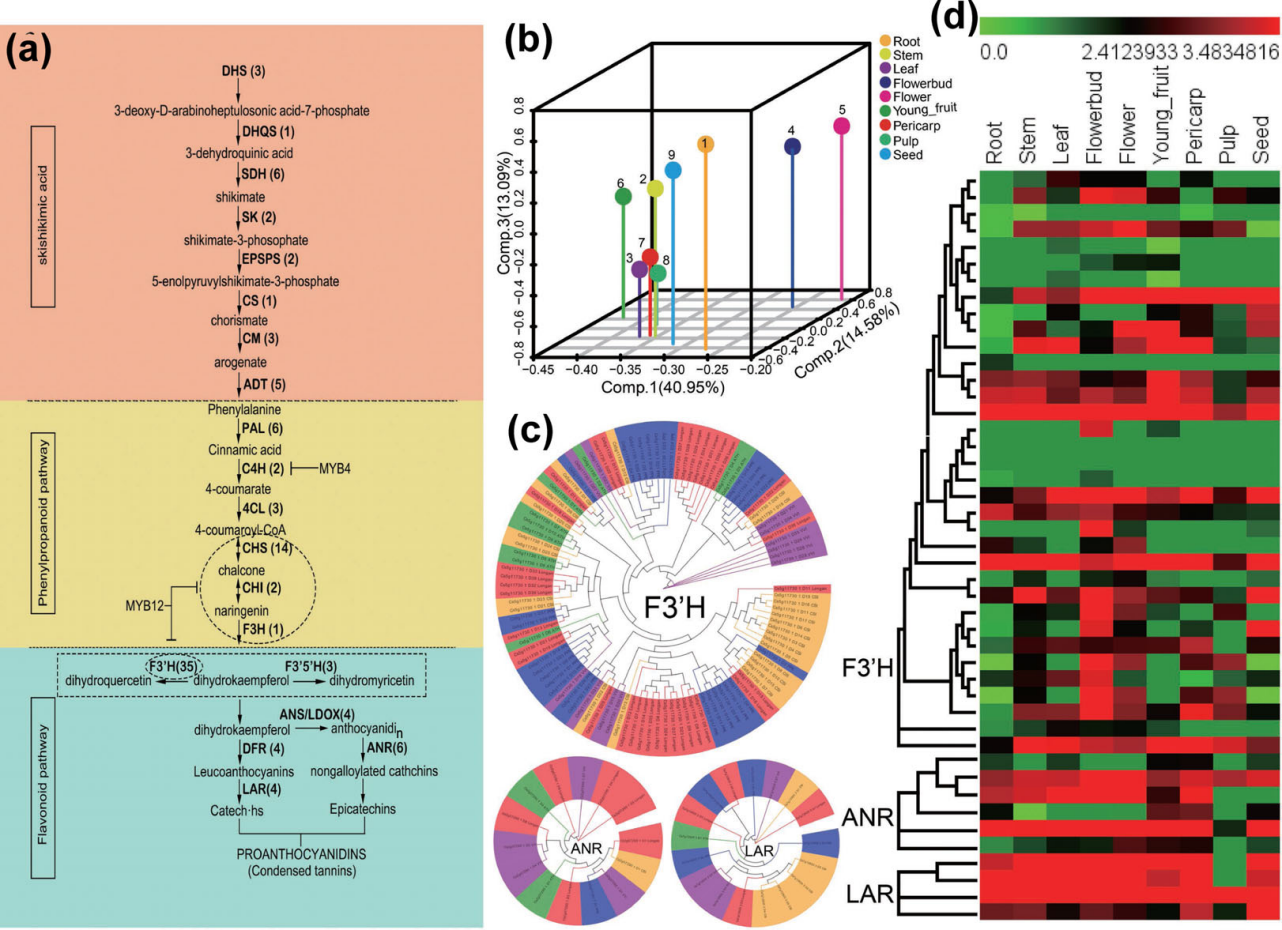
Simplified diagram of the polyphenols biosynthetic pathway. (**a**) Simplified diagram of the polyphenols biosynthetic pathway. Numbers in brackets represent genes’ copy numbers. (**b**) PCA scatter plot of nine samples using genes related to the polyphenols biosynthetic pathway. (**c**) Neighbor-joining tree of the F3’H, ANR, and LAR from longan, peach, orange, Arabidopsis, and grape. (**d**) Cluster analysis of expression profiles of *F3’H*, *ANR*, and *LAR*. The bar represents the scale of relative expression levels of genes, and colors indicate relative signal intensities of genes. Each column represents a sample, and each row represents a single gene.

Comparison analysis showed that the 26 structural genes showed up and down variations in copy numbers among the seven plants tested (Supplemental Excel File 6). The significant expanded gene families in longan, orange, peach, poplar, and eucalyptus were *DHS*, *SDH*, *F3^΄^H*, *ANR*, and *UFGT*, when compared with the corresponding families in grape, which is considered to be the oldest among the seven selected plants in evolutionary history [53]. SDH catalyzes the NADPH-dependent reduction of 3-dehydroshikimate to shikimate in the fourth step of the shikimate pathway, which is the metabolic route required for the biosynthesis of the aromatic amino acids. *SDH* had six copy numbers in longan, which is the same as in Populus, but much higher than in Arabidopsis (1 copy), peach and grape (2 copies each), and orange and eucalyptus (3 copies each). F3^΄^H is involved in flavonoid biosynthesis and is important for flower color and fruit skin. We found 65 copies of *F3^΄^H* in the eucalyptus genome, 35 in longan, 28 in peach, 25 in orange, 26 in Populus, and only 12 in grape and 10 in Arabidopsis, suggesting that the *F3^΄^H* family was significantly expanded in woody plants and a little contracted in herbs. These findings may provide important clues for the mechanism of flavonoid biosynthesis in plants. The gene encoding ANR, which is involved in the biosynthesis of proanthocyanidins (also called condensed tannins), had higher copy numbers (6) in longan than in Arabidopsis (2), orange (1), peach (1), grape (4), and Populus (5), implying that the expanded *ANR* numbers may play a role in proanthocyanidin biosynthesis. Significantly smaller numbers of the structural genes *PAL*, *CHS*, and *F3^΄^5^΄^H* were detected in longan (6, 14, 3), Arabidopsis (4, 1, 1), orange (4, 15, 4), peach (3, 7, 4), eucalyptus (9, 16, 8), and Populus (5, 12, 2), compared with the higher numbers detected in grape (13, 34, 12). PAL and CHS are involved in the key regulatory step in the branch pathway of phenylpropanoid biosynthesis specific to synthesis of ubiquitous flavonoid pigments [54], and F3^΄^5^΄^H is important for determining flower color [55], which may suggest that the PAL, CHS, and F3^΄^5^΄^H encoding genes that were discarded in the evolution history of longan, Arabidopsis, orange, peach, eucalyptus, and Populus, compared with grape, were functionally redundant. Besides the expanded and contracted numbers of structural genes, other structural genes, namely *DHS*, *DHQS*, *SK*, *EPSP*, *CS*, *CM*, *ADT*, *C4H*, *4CL*, *CHI*, *F3H*, *DFR*, and *ANS*, showed little variation in copy numbers among longan, Arabidopsis, orange, peach, grape, poplar, and eucalyptus, which indicated their evolutionary conservation in different plant species. Overall, the expended, contracted, and conserved copy numbers of the 26 selected structural genes among the seven selected plants defined the different characteristics of polyphenol biosynthesis in the different species.

To further understand the functions of the 26 structural genes, we measured their expression levels between primary and secondary metabolism during longan vegetative and reproductive growth (Fig. 3b, Supplemental Excel File 7). The PCA showed that all the genes related to the biosynthesis of polyphenols were similarly expressed in leaf, pulp, and pericarp, but their expression levels differed among root, stem, flower bud, flower, young fruit, and seed (Fig. 3b), suggesting that these genes may have tissue-specific roles in longan. Thirteen of the 26 structural genes were found to be expressed in specific tissues, such as root, flower, flower bud, and/or seed (Supplemental Excel File 7). For example, two members of the *SDH* family, Cs9g05070.1-D1 and Cs9g05070.1-D5, showed high expression levels during the vegetative and reproductive stages, especially in pulp and pericarp, while the other members of the family were barely detectable, suggesting that Cs9g05070.1-D1 and Cs9g05070.1-D5 may play major roles in the shikimate acid pathway. The six members of the *PAL* family all exhibited low or undetectable expression levels in pulp, two had the highest expression levels in stem, and the other four were strongly expressed in stem, root, leaf, flower, and pericarp. The tissue-specific expression pattern of *PAL* further confirmed that PAL was related to lignin, the structural component of the cell wall in longan [56]. Five of the 14 members of the *CHS* family were barely detectable among the nine samples; among the other members, the highest expression levels were observed for four in seed, three in flower bud, and two in root, suggesting that CHS played an important role in the synthesis of flavonoid pigments in flower bud and seed. The 35 members of the *F3^΄^H* family (Fig. 3c) exhibited different temporal and spatial expression levels (Fig. 3d). Among them, the highest expression levels were observed for one of the members in root, two in stem, five in leaf, 11 in flower bud, three in flower, six in young fruit, three in pericarp, and three in seed, while 11 *F3^΄^H* family members were barely detectable in pericarp, pulp, and seed. For the three members of the *F3^΄^5^΄^H* family, one was detected only in root and one only in flower bud, implying that *F3^΄^H* and *F3^΄^5^΄^H* both played major roles in determining longan flower colors. Proanthocyanidin synthesis involves both LAR and ANR (Fig. 3c). The six *ANR* family members and two of the four *LAR* members were barely detectable in pulp, and all the *ANR* and *LAR* genes were highly expressed in pericarp and relatively less expressed in seed (Fig. 3d). Previous studies of 12 varieties of Chinese longan fruit have shown that total polyphenols, tannins, and proanthocyanidins were most abundant in pericarp, followed by seed and pulp [57]. The high expression levels of *ANR* and *LAR* in pericarp and seed and the low expression levels in pulp indicated that they may determine the tannin composition of longan fruit, further indicating why whole longan fruit is dried for use in sweet desserts and soups for human health [58].

The MYB family of TFs is involved in the regulation of flavonoid biosynthesis [59]. To further investigate the biosynthesis of polyphenols in longan, we compared the numbers of MYB-encoding genes in longan with their numbers in Arabidopsis, orange, peach, and grape. We also investigated their expression levels in longan using the genome and transcriptome data. We detected 94 *R2R3-MYB* genes in longan, which was more than in orange (74) and peach (88) but less than in grape (116) and Arabidopsis (141) (Fig. 4a). A neighbor-joining tree of the *MYB* gene family was constructed (Fig. 4b). The expression profiles of the *MYB* gene family in each tissue were clustered by PCA. 

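The MYB genes were taken from the study's list of transcription factors, since the rows of Supplemental Excel File 8 carry other identifiers and equal no row of the deposited table. This set was chosen after seeing the data. It holds 117 of the 120 genes of type MYB and need not be the 94 R2R3-MYB genes of the study. On the correlation matrix of their FPKM with tissues as variables, the first 3 principal components took 60.9%, 13.7% and 6.69% of the variance. On log2(FPKM + 1), the alternative that moved it most, component 1 took 68.8%. Component 2 set flower bud (loading -0.761) and flower (-0.457) apart from the other tissues. Stem (-0.0541), pericarp (-0.0720) and seed (0.0536) lay close together on it, and pulp (0.122) was nearer to seed than stem was. On component 3 stem (0.178) lay apart from pericarp (-0.197) and seed (-0.336). The loadings on component 2 depend on the setting. On log2(FPKM + 1) it was led by root (0.754, with flower bud at -0.424 and flower at -0.326). On the covariance matrix flower bud (-0.691) stood apart on component 2 from flower, which lay there with the other tissues. Flower (-0.855) stood apart on component 3. Across genes, which are not independent replicates, Pearson's r was 0.87 between stem and pericarp, 0.85 between pericarp and seed and 0.73 between stem and seed. The mean of these 3 values was 0.81, rank 2 of the 84 sets of 3 tissues, and the highest mean, 0.84, was that of pericarp, pulp and seed. The median over the other 33 pairs was 0.56, the single highest pair was pulp and seed at 0.89, and the lowest was flower bud and young fruit at 0.0906. On log2(FPKM + 1) the mean for stem, pericarp and seed was 0.78, rank 6 of 84, and with Spearman's rho it was 0.77, rank 12. Without the 5 genes with the highest FPKM, a check added after seeing the data, the mean r was 0.57, rank 5 of 84, and the median over the other pairs 0.34. In the paper's own MYB table, Supplemental Excel File 8, these 3 tissues have rank 1 of 84, with a mean r of 0.83. From the plot of Fig. 4c, the paper reasons that the MYB profiles of stem, pericarp and seed form a cluster and those of the other tissues stand apart.

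**Figure D3:**
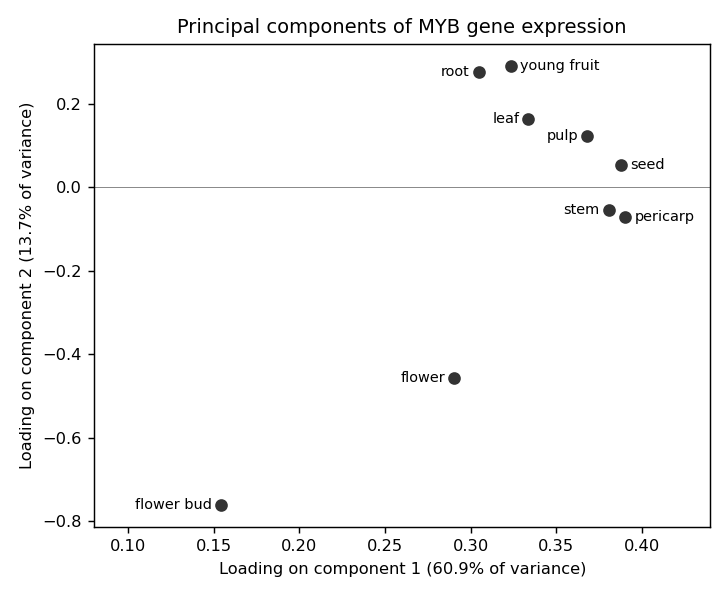
Loadings of the 9 tissues on components 1 and 2 of the FPKM of 117 MYB genes, from the correlation matrix. Each point is 1 library, and flower bud and flower lie lowest on component 2, at -0.761 and -0.457.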

The plots showed that the expression profiles in three of the tissues (stem, pericarp, and seed) formed one cluster, while the expression profiles of the other tissues were independently separated, implying that each had a distinct *MYB* expression profile (Fig. 4c). All members of the *MYB* gene family were expressed at varying levels among the nine vegetative growth and reproductive growth tissues, with some preferentially expressed in specific tissues (Fig. 4d, Supplemental Excel File 8). 

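Of the 117 MYB genes in the deposited table, 114 had an FPKM above 0 in at least 1 tissue and 3 were listed at 0 in all 9. At least 1 FPKM in some tissue was reached by 99 genes, and 42 genes were above 0 in every tissue. The number above 0 ranged from 54 in pulp to 96 in flower bud. By the tissue of highest FPKM, 36 genes peaked in root, 17 in flower bud, 16 in young fruit, 9 in stem, 8 in pericarp and 7 each in leaf, flower, pulp and seed. A tau index of 0.9 or more with at least 1 FPKM was found for 17 genes, with 8 of them in root, 5 in flower bud, 2 in flower and 2 in seed. A value above 0 in a single tissue was found for 13 genes. The summed FPKM of the MYB genes ranged from 1317 in pulp to 3654 in flower bud.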

In Arabidopsis, specific *R2R3-MYB* family members, namely *MYB*3-5, -7, -11, -12, -32, -75, -90, -111, -113, -114, and -123, are known to be involved in regulating the flavonoid pathway [59]. In longan, only four *R2R3-MYB* genes, which are homologs of *AtMYB*4, -12, and -123, were found. In Arabidopsis, *AtMYB4* down-regulated *C4H* and controlled sinapate ester biosynthesis in a UV-dependent manner; *AtMYB12* up-regulated *CHS*, *CHI*, *F3H*, and *F3^΄^H*, and controlled flavonol biosynthesis in all the tissues tested; and *AtMYB123* up-regulated *DNS* and controlled the biosynthesis of proanthocyanidins in the seed coat [59]. In longan, three of the four homologous *R2R3-MYB* genes reached peaks in root but were undetected or lowly expressed in pericarp, pulp, and seed (Fig. 4d). The tissue-specific expression of these genes indicated that they may be required for flavonoid biosynthesis.

**Figure 4:**
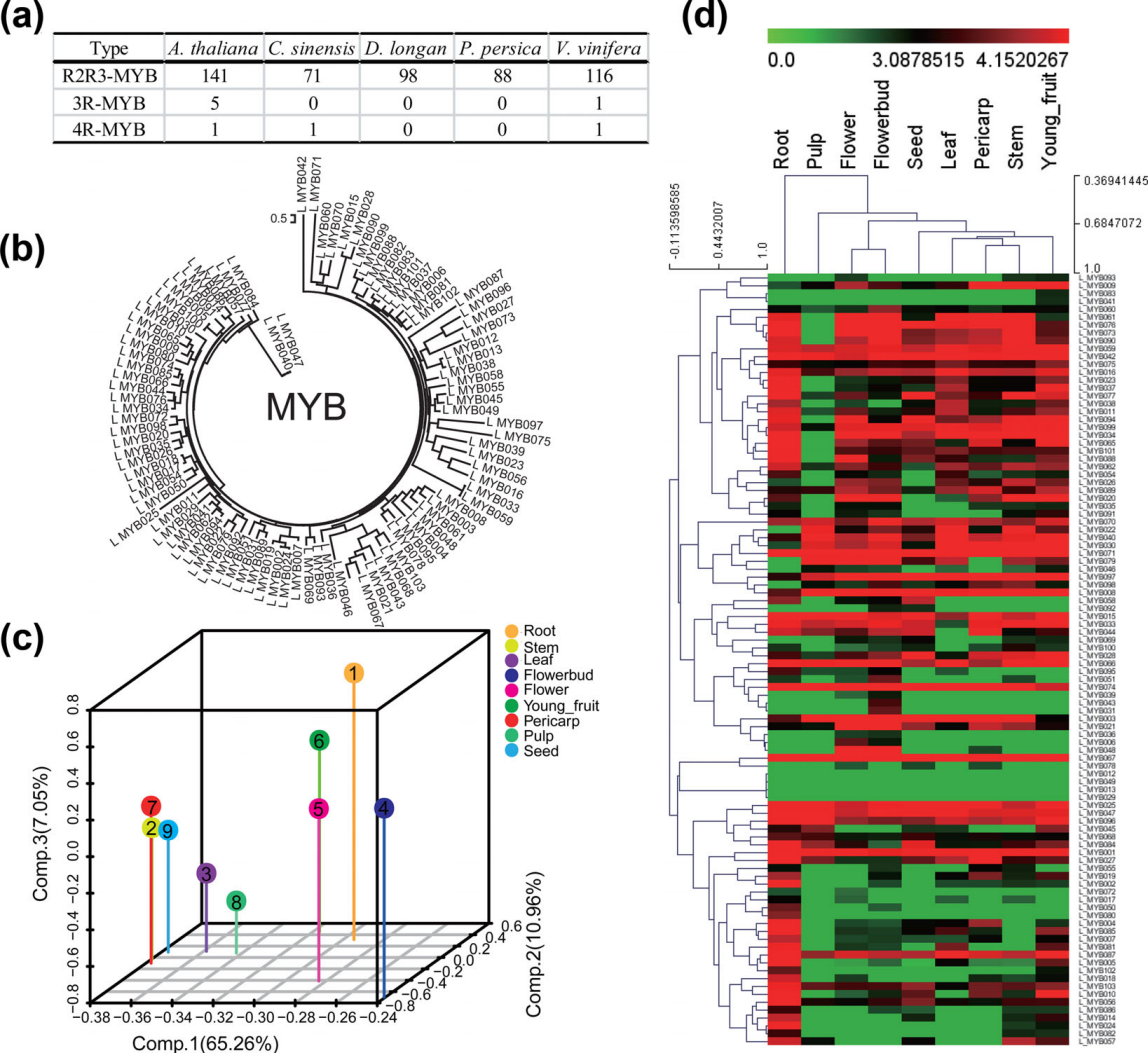
The MYB transcription factor in the longan genome. (**a**) Numbers of the members in the three different MYB classes in Arabidopsis, orange, longan, peach, and grape. (**b**) Neighbor-joining tree of the *MYB* gene family. (**c**) PCA scatter plot of nine samples using 94 R2R3-MYB genes. (**d**) Cluster analysis of expression profiles of MYB transcription factor. The bar represents the scale of relative expression levels of genes, and colors indicate relative signal intensities of genes. Each column represents a sample, and each row represents a single gene.

### Identification and classification of genes encoding NBS-LRR and LRR-RLK

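Values for resistance genes were read only for those that Supplemental Excel File 5 lists with SNPs. That list covers “SX” and “YTB”, the cultivars the paper calls susceptible, and the list for the resistant cultivars was not used. It gives 9 NBS-LRR and 17 LRR-RLK genes, only a part of the 594 and 338 genes of the study. In the deposited table, 9 NBS-LRR and 16 LRR-RLK genes were found. All of these 25 genes had an FPKM above 0 in at least 1 tissue, and 19 reached 1 FPKM. At least 1 of the 11 comparisons changed 19 of the 25 genes 2-fold or more, 6 NBS-LRR and 13 LRR-RLK genes. Among all genes above 0 in at least 1 tissue the share was 74.7%, and no test was made because the list is partial. At 4-fold, a limit added after seeing the data, 12 of the 25 genes changed. The most were changed in flower bud VS young fruit (12) and the fewest in flower bud VS flower (3). The highest value was that of Dlo_020505.1, an LRR-RLK gene chosen after its values were seen, which ranged from 20.8 FPKM in seed to 235.7 FPKM in young fruit.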

Transcriptome data analysis showed that longan contained a large number of significantly differentially expressed plant pathogen resistance genes. To further investigate the molecular basis for longan pathogen susceptibility, we searched for two classes of resistance genes in the longan genome, those encoding NBS-LRR proteins and those encoding LRR-RLK. We identified 594 NBS-LRR and 338 LRR-RLK encoding genes, which accounted for approximately 1.51% and 0.86% of the annotated protein-coding genes in longan, respectively. These numbers of NBS-LRR and LRR-RLK coding genes in the longan genome were more than those in orange (509, 325) [13], grape (341, 234) [10], kiwifruit (110, 259) [16], peach (425, 268) [14], mei (411, 253) [12], and papaya (60, 134) [9], but nearly half that in apple (1035, 477) [11] (Additional file 1: Table S19). *NBS* and *LRR* existed before the divergence of prokaryotes and eukaryotes, but their fusion has been detected only in land plant lineages [60], which are assumed to have originated from a common ancestor. A previous study showed that grape was the oldest among the fruits tested [53]. In this study, the numbers of *NBS-LRR* and *LRR-RLK* genes were either more or less in longan, orange, kiwifruit, peach, papaya, mei, and apple compared with grape. Detail analysis showed that the total number of genes encoding NBS and LRR was not associated with genome expansion or the total number of protein-coding genes in the selected genomes, which is similar to what was found in grass species [60]. Moreover, the NBS- and LRR-encoding genes were significantly more in apple than in the other selected fruits, possibly as a result of a whole-genome-wide duplication event in the apple [53]. The uneven distribution of NBS- and LRR-encoding genes on chromosomes was reported previously in Arabidopsis, rice, grapevine, and poplar [61]. These results suggest that changes in the numbers of genes encoding NBS-LRR and LRR-RLK in different species may alter the resistance of these species to different diseases.

The 594 encoded NBS-LRRs in longan were classified into six subgroups based on their protein domains: NBS-LRR (258, 43.43%), coiled-coil-NBS-LRR (150, 25.25%), NBS (122, 20.54%), coiled-coil-NBS (37, 6.23%), Toll interleukin receptor (TIR)-NBS-LRR (23, 3.87%), and TIR-NBS (4, 0.67%) (Additional file 1: Table S19). Previous studies have shown that the deduced NBS-LRR proteins can be divided into two subfamilies, TIR and non-TIR proteins, based on their N-terminal features [62]. The TIR family of *NBS-LRR* genes probably originated earlier than the non-TIR family [60]. Here, the numbers of genes encoding the TIR proteins (TIR-NBS-LRR and TIR-NBS) varied from one (kiwifruit) to 288 (apple), and the numbers of genes encoding the non-TIR proteins were 567 in longan, 415 in orange, 320 in grape, 109 in kiwifruit, 282 in peach, 53 in papaya, and 753 in apple. The ratio of TIR to non-TIR genes was found to differ markedly in different species [62], suggesting ancient origins and subsequent divergence between the two NBS gene types. The distribution of resistance genes in the longan genome and the encoded domains is similar to those of the resistance proteins in other sequenced genomes, as shown in Additional file 1: Table S19. In addition, we noted that allelic variations due to the presence of SNPs in NBS-encoding genes were associated with the phenotypic divergence between resistant (“FY,” “SN1H,” “MQ,” “LDB,” and “JYW”) and susceptible (“SX,” and “YTB”) longan accessions. Such detailed knowledge of the longan genome will help to accelerate the development of genetic strategies to counter fruit loss caused by diverse pathogens [30].

## Conclusions

Here, a draft genome of *D. longan* is presented for the first time. The assembled genome sequence is 471.88 Mb with 273.44-fold coverage obtained by paired-end sequencing. Whole-genome resequencing and analysis of 13 representative cultivated *D. longan* accessions revealed the extent of genetic diversity and contributed to trait discovery. Annotation of the protein-coding genes, comparative genomic analysis, and transcriptome analyses provided insights into longan-specific traits, particularly those involved in the biosynthesis of secondary metabolites and pathogen resistance.

## Methods

### Germplasm genetic resources

An 80-year-old *D. longan* tree from the `HHZ' cultivar from the Fujian Agriculture and Forestry University, China, was used for genomic DNA isolation and sequencing. RNA samples from root, leaf, floral bud, flower, young fruit, mature fruit, pericarp, pulp, and seed tissues of the *D. longan* “SJM” cultivar from the experimental fields of Fujian Academy of Agricultural Science in Putian, Fujian Province, were collected for transcriptome sequencing. Thirteen *D. longan* cultivars, “HHZ,” “SJM,” “SN1H,” “JYW,” “SX,” “WLL,” “MQ,” “YTB,” “SEY,” “LDB,” “JHLY,” “FY,” and “DB,” that originated or are widely grown in Asia and other regions of the world were collected for resequencing.

### DNA extraction, library construction, whole-genome shotgun sequencing and assembly

Whole-genome shotgun sequencing was performed using the Illumina HiSeq 2000 system. Genomic DNA was extracted from fresh mature leaves of the *D. longan* “HHZ” cultivar using the modified SDS method. DNA sequencing libraries were constructed according to the standard Illumina library preparation protocols. A total of 12 paired-end sequencing libraries, spanning 170, 250, 500, 800, 2000, 5000, 10 000, 20 000, and 40 000 bp, were constructed and sequenced on an Illumina HiSeq 2000 system. After stringent filtering and correction steps using K-mer frequency-based methods [21], a total of 121.68 Gb of data was obtained and then assembled using SOAPdenovo and SSPACE software [63]. To check the completeness of the assembly, a longan transcriptome assembly comprising 68 925 unigenes (SRA050205) was mapped to the genome assembly using BLAT32 with various sequence homology and coverage parameters. The BUSCO pipeline [27] was also used to check the genome completeness.

### Repetitive elements identification

Tandem repeats and interspersed repeats are two main types of repeats found in genomes. Tandem repeats were identified using LTR_FINDER [64] with the default parameters. Interspersed repeats were identified by Repeat Masker (http://www.repeat masker.org/) and RepeatProteinMask using the Repbase library [65] and the *de novo* transposable element library. Identified repeats were then classified into different known classes, as previously described [33].

### Gene prediction and annotation

For gene prediction, the scaffolds were first repeat-masked [65]. Then, three *de novo* homology-based and RNA-seq unigenes-based prediction methods, Augustus [66], GENSCAN [67], and GlimmerHMM [68], were used with parameters trained on *Arabidopsis thaliana* and *Carica papaya*. The *de novo* predictions were then merged into a unigene set. For the homology search, translated protein sequences from three sequenced plant genomes (*Glycine max*, *Populus trichocarpa*, and *Vitis vinifera*) were mapped to the longan genome assembly using TBLASTN (E-value cutoff 1 × 10^−5^). To extract accurate exon–intron information, the homologous genome sequences were aligned against the matching proteins using GeneWise [69]. Subsequently, the Illumina RNA-seq unigenes sequences [26] were aligned to the longan genome assembly using BLAT [70] to detect spliced alignments.

Finally, to generate the consensus gene set, the results obtained using the three methods described above were integrated using the GLEAN program [71]. The final gene set contained 39,282 genes. TFs were identified and classified using the TAK program [72]. Non-coding RNAs were predicted and classified as previously described [73]. Functions of the predicted protein genes were obtained by BLAST searches (E-value cutoff 1 × 10^−5^) against the InterproScan [74], GO [75], KEGG [76], SwissProt [77], and TrEMBL databases.

### Gene families and phylogenetic analysis

To identify gene families, the translated protein sequences from *T. cacao*, *C. sinensis*, *A. thaliana*, *C. papaya*, *Populus trichocarpa*, *Glycine max*, *V. vinifera*, *M. acuminata*, *P. persica*, *A. chinensis*, and *M. domestica* genomes were scanned using BLASTP (E-value cutoff 1e−5), and gene family clusters among the different plant species were identified by OrthoMCL [78]. Single-copy families that were represented in all the selected species were aligned using MUSCLE [79]. 4DTv in the 12 species, including longan, were used to construct a phylogenetic tree by MRBAYES [80]. The divergence time was estimated using the software MultiDivtime [79]. Colinearity between *D. longan* and *P. trichocarpa* was computed by SyMAP v3.4 [81]. Subsequently, TF families were identified using the IPR2genomes tool in GreenphylDB v. 2.0 [82] based on InterPro domains, and gene family expansion and contraction within phylogenetically related organisms were detected by CAFÉ, a tool for computational analysis of gene family evolution [31].

### Resequencing, SNPs, indels, and sequence variations analysis

Paired-end Illumina libraries for 13 *D. longan* cultivars were prepared following the manufacturer's instructions and sequenced on an Illumina HiSeq 2000 system. After stringent filtering and correction steps, the resulting sequence data were uniquely aligned to the reference longan genome. SNPs, indels, and sequence variations were identified using SOAPsnp (http://soap.genomics.org.cn/soapsnp.html), SOAPindel [83], and SOAPsv [84].

We used all and high-quality SNPs to infer the phylogeography and population structure for *D. longan*. A phylogenetic tree was subsequently generated using the neighbor-joining method implemented in TreeBeST. The bootstrap was set at 1000 replicates.

Population structure was examined primarily via PCA using our own program and model-based clustering algorithms implemented in FRAPPE v1.1 (http://med.stanford.edu/tanglab/software/frappe.html). We increased the pre-defined genetic clusters from K2 to K7 and ran the analysis with 10 000 maximum iterations.

### Transcriptome sequencing

Transcriptome sequencing was performed on the Illumina HiSeq 2000 system. Total RNAs from the samples descried above were isolated using a TRIzol Reagent kit (Invitrogen, Carlsbad, CA). cDNA libraries were constructed and sequenced using the Illumina protocols. All the raw reads were first processed to remove the adaptor sequences, low-quality reads, and possible contaminations from chloroplast, mitochondrion, and ribosomal DNA. The clean reads were then aligned to the longan genome sequence using TopHat [46] to identify exons and splice junctions *ab initio*. The expression levels of matched genes in each cDNA library were derived and normalized to fragments per kilobase of exon per million fragments mapped. Cluster 3.0 [85] was used to analyze hierarchical clustering of genes. DEGs among different samples were identified using the EBSeq packages [86]. Subsequently, GATK (http://www.broadinstitute.org/gatk/) with default parameters was used to call SNPs based on the transcript sequence data.

### Identification of genes associated with secondary metabolites

We downloaded all the proteins from Arabidopsis, orange, peach, and grape and identified the genes encoding them using the following methods. First, we collected previously published related genome sequences as the query sequences. We then used TBLASTN (NCBI Blast v. 2.2.23) [70] to align the query sequences against each genome sequence (E-value cutoff < 1e−10). Because many query sequences aligned to the same genomic region, we extracted only the high-quality alignments (Query_align_ratio ≥ 70% and Identity ≥ 40%). Functional intact genes were confirmed as follows. First, we collected the blast-hits as described above. Then, we extended each of the blast-hits sequences in both the 3^΄^ and 5^΄^ directions along the genome sequences and predicted the gene structure by Genewise (v. 2.2.0) [69]. Using this approach, we obtained all the pathway genes in longan and the other fruit plants.

### Identification of *MYB* genes

We downloaded the annotated *MYB* genes from Arabidopsis, orange, peach, and grape and applied identification methods that were similar to those described in the “Identification of genes associated with secondary metabolites” section.

### Disease resistance genes analysis

Identification of longan resistance-related genes was based on the most conserved motif structures of plant resistance proteins. Details of the methods used are described in Velasco et al. [30].

## Availability of supporting data and materials

The draft genome sequencing project of *D. longan* is registered at NCBI under BioProject PRJNA305337. The NCBI SRA database accession number was SRA315202, and the sample accession numbers were SRS1272137, SRS1272138, SRS1272139, and SRS1272140. The *D. longan* “SJM” transcriptome data is deposited at NCBI under GSE84467. Supporting genome assemblies, annotations, supplemental data, and custom scripts are hosted in the *GigaScience* GigaDB repository [87].

## Funding

This work was funded by the Research Funds for the National Natural Science Foundation of China (31672127, 31572088, 31272149, 31201614, and 31078717), the Science and Technology Plan Major Projects of Fujian Province (2015NZ0002-1), the Natural Science Funds for Distinguished Young Scholar in Fujian Province (2015J06004), the program for New Century Excellent Talents in Fujian Province University (20151104), the Doctoral Program of Higher Education of the Chinese Ministry of Education (20093515110005 and 20123515120008), the Education Department of Fujian Province Science and Technology Project (JA14099), the Program for High-level University Construction of the Fujian Agriculture and Forestry University (612014028), and the Natural Science Funds for Distinguished Young Scholar of the Fujian Agriculture and Forestry University (xjq201405).

## Conflict of interest

The authors declare no competing financial interests.

## Authors' contributions

ZXL, YLL, and YY designed the research; YLL, ZXL, RLL, YKC, CZC, QLT, WHL, LXL, DMZ, MKT, ZHZ, CSZ, and SCL collected the samples and prepared the DNA and RNA. LLY, ZYW, QFL, and YH did the sequencing, processed the raw data, and assembled the sequences. XDF, ZYW, CGZ, JW, and HMY coordinated the project. YLL, ZXL, JMM, LLY, ZYW, QFL, and YH analyzed the data. YLL and JMM wrote the paper. ZXL, YY, and RKV revised the paper.

## Additional files

Additional file 1: Tables S1 to S19

Additional file 2: Figures S1 to S7

Supplementary Excel File 1: Identification of transcription factors in the *Dimocarpus longan* genome

Supplementary Excel File 2: Significantly expanded gene families detected in the *Dimocarpus longan* genome (Viterbi *P* ≤ 0.05)

Supplementary Excel File 3: Significantly contracted gene families detected in the *Dimocarpus longan* genome (Viterbi *P* ≤ 0.05)

Supplementary Excel File 4: SNP analysis of FY, SN1H, MQ, LDB, and JYW cultivars

Supplementary Excel File 5: SNP analysis of SX and YTB cultivars

Supplementary Excel File 6: Statistics of copy numbers of genes involved in the biosynthesis of polyphenols in different plants

Supplementary Excel File 7: Expression levels of genes involved in the biosynthesis of polyphenols in *Dimocarpus longan*

Supplementary Excel File 8: MYB genes expressed in nine different tissues of *Dimocarpus longan*

## Supplementary Material

GIGA-D-16-00042_Original_Submission.pdf Click here for additional data file.

GIGA-D-16-00042_Revision_1.pdf Click here for additional data file.

GIGA-D-16-00042_Revision_2.pdf Click here for additional data file.

GIGA-D-16-00042_Revision_3.pdf Click here for additional data file.

Response_to_reviewers_comments_Original_Submission.pdf Click here for additional data file.

response_to_reviewer_comments_Revision_2.pdf Click here for additional data file.

Response_to_reviewer_comment_Revision_1.pdf Click here for additional data file.

Reviewer_1_Report_(Original_Submission).pdf Click here for additional data file.

Reviewer_1_Report_(Revision_1).pdf Click here for additional data file.

Reviewer_2_report_(Original_Submission).pdf Click here for additional data file.

Additional file 1: Tables S1 to S19 Click here for additional data file.

Additional file 2: Figures S1 to S7 Click here for additional data file.

Supplementary Excel File 1: Identification of transcription factors in the *Dimocarpus longan* genome Click here for additional data file.

Supplementary Excel File 2: Significantly expanded gene families detected in the *Dimocarpus longan* genome (Viterbi *P* ≤ 0.05) Click here for additional data file.

Supplementary Excel File 3: Significantly contracted gene families detected in the *Dimocarpus longan* genome (Viterbi *P* ≤ 0.05) Click here for additional data file.

Supplementary Excel File 4: SNP analysis of FY, SN1H, MQ, LDB, and JYW cultivars Click here for additional data file.

Supplementary Excel File 5: SNP analysis of SX and YTB cultivars Click here for additional data file.

Supplementary Excel File 6: Statistics of copy numbers of genes involved in the biosynthesis of polyphenols in different plants Click here for additional data file.

Supplementary Excel File 7: Expression levels of genes involved in the biosynthesis of polyphenols in *Dimocarpus longan* Click here for additional data file.

Supplementary Excel File 8: MYB genes expressed in nine different tissues of *Dimocarpus longan* Click here for additional data file.

# Supplementary material for: Genome-wide sequencing of longan (Dimocarpus longan Lour.) provides insights into molecular basis of its polyphenol-rich characteristics
**Source:** Gigascience. 2017 Mar 28;6(5):1–14. doi: 10.1093/gigascience/gix023
**Supplement:** GIGA-D-16-00042_Original_Submission.pdf

# Sequencing of longan (*Dimocarpus longan* Lour.) provides insights into molecular basis of its polyphenol-rich characteristics

YuLing Lin<sup>1†</sup>, JiuMeng Min<sup>2 †</sup>, RuiLian Lai<sup>1</sup>, ZhangYan Wu<sup>2</sup>, YuKun Chen<sup>1</sup>, LiLi Yu<sup>2</sup>, ChunZhen Cheng<sup>1</sup>, YuanChun Jin<sup>2</sup>, QiLin Tian<sup>1</sup>, QingFeng Liu<sup>2</sup>, WeiHua Liu<sup>1</sup>, ChengGuang Zhang<sup>2</sup>, LiXia Lin<sup>1</sup>, YanHu<sup>2</sup>, DongMin Zhang<sup>1</sup>, MinKyaw Thu<sup>1</sup>, ZiHao Zhang<sup>1</sup>, ShengCai Liu<sup>1</sup>, ChunShui Zhong<sup>1</sup>, XiaoDong Fang<sup>2</sup>, Jian Wang<sup>2, 3</sup>, Huanming Yang<sup>2, 3</sup>, RajeevK Varshney<sup>4,5\*</sup>, YeYin<sup>2\*</sup>, ZhongXiong Lai<sup>1\*</sup>

<sup>†</sup>These authors contributed equally to this work.

## Abstract

**Background:** Longan (*Dimocarpus longan* Lour.), an important subtropical fruit, is grown in more than 10 countries of the world, especially in China. China's longan acreage, and production accounts for 70 % and more than 50 % of the world's, ranking first. Its fruit, because of the sweet flavor and the polyphenol-rich, is preferably eaten fresh and popular used as bioactive ingredients in traditional Chinese medicines. Here, the draft genome sequence of longan and the extent of genetic diversity based on whole genome re-sequencing of 13 cultivated *D. longan* accessions have been presented for the first time.

**Results:** We present the draft genome (~471.88 Mb) of a China longan variety. We estimated 39,282 genes and characterized 261.88Mb repetitive sequences. Interesting, recent whole-genome wide duplication events were not observed in longan genome. Furthermore, whole-genome resequencing and analysis of 13 cultivated *D. longan* accessions identified the extent of genetic diversity and breeding-associated balancing selection. Comparative transcriptome studies combined with the genome-wide analysis revealed the polyphenol-rich and pathogen resistance characteristics of longan. The genes involvement of secondary metabolism, especially *F3'H*, *ANR*, and *LAR*, with higher copy numbers and tissue-specific expression, seem to be an important contributor to the high levels of polyphenolic compounds accumulation in longan fruit. A higher number of NBS-LRR, and LRR-RLK encoding genes, and the recent expansion and contractions of the NBS-LRR family in the longan genome may suggest a genomic basis for resistance to insects, fungus and bacteria in this fruit tree.

**Conclusions:** These data provide insights into evolution and diversity of the longan genome; comparative genomic and transcriptome analyses, provided insights into longan specific traits,

particularly those involved in polyphenol-rich and pathogen resistance characteristics.

**Keywords:** de novo genome sequence - genetic diversity - polyphenols biosynthesis - pathogen resistance

## Background

*Dimocarpus longan* Lour. (*D. longan*), with a diploid genome ( $2n=2x=30$ ), originating from South China or Southeastern Asia, commonly called longan or 'dragon eye' in the orient, is an important tropical/subtropical evergreen fruit tree belonging to the family Sapindaceae, widely cultivated southeastern Asia, South Asia, Australia and Hawaii of USA, etc, especially in China [1]. China's longan acreage, and production accounts for 70 % and more than 50 % of the world's, respectively, ranking first [2]. As an edible drupe fruit and source of traditional medicine, longan is grown in most areas of Southern China, such as Guangdong, Guangxi, Fujian, Sichuan, Yunnan, and Hainan [3]. Traditionally, longan leaves, flowers, fruit, and seeds, have been widely used as a traditional Chinese medicine for several diseases including leucorrhea, kidney disorders, allergies, cancer, diabetes and cardiovascular, due to they contain bioactive compounds, such as phenolic acids, flavonoids and polysaccharides [4], which exhibit antimicrobial, antioxidant, anticancer, antityrosinase, and inflammatory properties [5, 6]. However, tree size, alternate bearing, and the witches' broom disease are still serious problem in longan production [1]. And conventional breeding of longan is often hindered by its long juvenility, genetic heterozygosity, and lack of knowledge of genetic background, resulting in a major bottleneck in longan breeding improvement [1].

Recently, more and more draft genome sequences have become available for fruit trees, such as grape (*Vitis vinifera*) [7], papaya (*Carica papaya*) [8], apple (*Malus domestica*) [9], plum

(*Prunus mume*) [10], orange (*Citrus sinensis*) [11], peach (*Prunus persica*) [12], pear (*Pyrus bretschneideri*) [13], and kiwifruit (*Actinidia chinensis*) [14], etc. However, the subtropical and tropical fruit of the Sapindaceae family, includes longan, lychee (*Litchi chinensis*), and rambutan (*Nephelium lappaceum*), are still lacking draft genome sequences. To accelerate the applications of genomics for improving breeding and utilizing the secondary metabolic products of longan, a fundamental understanding of complete genome sequence is crucial. Here, we report the draft genome sequence of longan cultivar ‘Honghezi’ ( $2n=2x=30$ ) and the extent of genetic diversity based on whole genome re-sequencing of 13 cultivated *D. longan* accessions. Comparative transcriptome studies combined with genome-wide analysis provide insights into the structure and evolution of the longan genome, the molecular mechanisms of the biosynthesis of polyphenol, and pathogen resistance of longan. Together, these results provide insights into evolution and diversity of the longan genome, and improve the efficiency of longan conventional breeding by integrating biotechnological tools.

## Results and Discussion

### Genome sequencing and assembly

We selected the *D. longan* ‘honghezi’ cultivar for genome sequencing. In brief, a total of 316.84 Gb of raw data was generated by Illumina sequencing of 12 genome shotgun libraries with different fragment lengths ranging from 170 bp to 40 kb (Table S2). After stringent filtering and correction steps, a total of 121.68 Gb of high-quality sequence data representing 273.44-fold coverage of the entire genome was obtained (Table S3). Based on K-mer frequency methods [15], the *D. longan* genome was estimated to be 445 Mb with 0.88 % heterozygosity rate (Fig S1, Table S4), supporting that fruit trees have high heterozygosity

due to artificial grafting and asexual reproduction [10]. Using the SOAPdenovo program, all high quality reads were assembled into 51,392 contigs and 17,367 scaffolds ( $\geq 200$ bp) totaling 471.88 Mb without N sequence. This assembly accounted for approximately 106.04 % of the estimated longan genome may be due to the high heterozygosity. Compared with other sequenced fruit trees genomes, the genome size of *D. longan* is bigger than that in papaya [8], orange [11], peach [12], and plum [10], but smaller than in grape [7], apple [9], pear [13], and kiwifruit [14]. In the genome assembly, N50 of contigs and scaffolds has 26.04 kb (longest, 173.29 kb) and 566.63 kb (longest, 6942.32 kb), respectively (Table 1). The GC content of the *D. longan* genome was 33.7 %, which was comparable to those for the genome of pineapple (*Ananas comosus*) (33 %) [16], jujube (*Ziziphus jujuba*) (33.41%) [17] and orange (34.06 %) [11], but lower than those for the genome of kiwifruit (35.2 %) [14], papaya (35.3%) [8], and grapevine (36.2%) [7] (Table 2, Fig S2). Analysis of the GC-depth graph and distribution indicated no contamination of any bacterial contig in the genome assembly, and 99.2% of the assembly was sequenced more than 20 $\times$  coverage (Fig S3). The quality of the assembly was assessed by aligning scaffolds to a longan transcriptome assembly (SRA050205). Of the 96,251 scaffolds ( $\geq 100$ ) reported in longan [18], 97.55 % were identified in the assembly (Table S5), indicating the high quality of assembly. The statistics and comparison of the *D. longan* assembly to other twelve fruits genomes were showed in details in Table 2.

## **Repetitive elements and gene annotation**

Repetitive elements are major components of eukaryotic genomes. A total of 52.87% (261.88Mb) of the assembly was found to be composed of repetitive sequences (Table S5), which was higher than those observed in orange (16.8 %) [11], peach (29.6 %) [12], kiwifruit

(36 %) [14], pineapple (38.3 %) [16], grape (41.4 %) [7], apple (42.4%) [9], and papaya (51.9%) [8], suggesting that substantial repetitive element proliferation in longan should be partially accountable for the expansion of the longan genome; but is lower than that observed in pear (53.1 %) [13], and apple (67.4 %) [9] (Table 2). Among the repetitive sequences, tandem repeats occupied about 7.59 % of the genome, interspersed repeats and transposable elements (TEs) accounted for 39.01%, whereas unknown repeats made up 7.71 % (Table S6, TableS7).

By using a combination of *de novo* prediction, homology-based search, and transcriptome assembly, a total of 39,282 protein-coding genes yielding a set of 31,007 high-quality proteins, with an average gene size of 2,890.50 bp, a mean coding sequence size of 1,110.98 bp, and 4.24 exons per gene, were predicted in longan genome (Table S8). The gene content in longan was close to the number of genes predicted in kiwifruit (39,040) [14], lower than those identified in pear (42,812) [13], and apple (57,386) [9], but higher than those in papaya (24,746) [8], pineapple (27,024) [16], peach (27,852) [12], orange (29,445) [11], and grape (30,434) [7]. Of 39,282 protein-coding genes, 31,704 (80.71 %) coding-genes had TrEMBL homologs, 25,708 (65.44 %) had Swiss-Prot homologs and 25,786 (65.64 %) had InterPro homologs (Table S9). It was worth noting that 87 % (34,174 of 39,282) of predicted genes were supported by transcriptome data, suggesting the accuracy of gene annotation in longan genome. In addition, a total of 454 putative transcription factors which were distributed in 55 families were identified in the genome (Supplemental EXCEL File 1). For non-coding genes, there were 359 micorRNAs (miRNAs), 212 rRNA, 506 tRNAs, 399 small nuclear RNAs (snRNAs) in the genome assembly (Table S10).

## Gene family evolution and comparison

Orthologous clustering analysis of the longan genome with 8 other selected plant genomes, Arabidopsis, orange, papaya, grapevine, banana (*Musa acuminata*), peach, kiwifruit, and apple was carried out. Of the 39,282 protein-coding genes in the genome, 33,488 were grouped into 15,327 gene families with 1,110 being longan-unique families and 2.18 genes per family (Table S11), the remaining 5,834 were classed into un-clustered genes. Of 15,327 gene families, 8,409 were longan unique orthologs, 5,764 were multiple-copy orthologs, 4,568 were single-copy orthologs, 14,707 were other orthologs (Fig 1b). Comparative analysis of longan with 8 other selected plant genomes indicated that the numbers of gene families of longan was similar to orange (15,000), and peach (15,326), higher than that in banana (12,519), Arabidopsis (13,406), grape (13,570), kiwifruit (13,702), and papaya (13,763), but lower than that in apple (17,740) (Fig 1b, Table S11). Comparative analysis of longan with papaya, citrus, grape, and peach showed that these five plant species contained a core set of 9,475 gene families in common (Fig 1d).

Expansion or contraction of gene families may provide clues to the evolutionary forces that have shaped plant genomes. Here, CAFÉ [19] was utilized to identify gene families that had potentially undergone expansion or contraction in the longan genome. In total, 386 families (7,839 genes) have expanded, while only 12 (53 genes) families have contracted, accounting for 19.96 % and 0.13 % of the total coding-genes (39,282), respectively (Supplemental EXCEL file 2 and 3). Gene Ontology annotations of these expansion or contraction of gene families were assigned to three main GO categories, including biological process, cellular component, and molecular function categories. Furthermore, almost all of the

expansion or contraction of gene families belonged to the biological process; few contracted genes were classified into cellular component, and molecular function categories (Fig S4a, b). These results thus provided clues to the evolutionary forces that have shaped longan genomes.

## Genome evolution

Whole genome duplication (WGD) in most plant species is common and represents an important molecular mechanism that shaped modern plant karyotypes [20]. Characterization and annotation of longan genome provided comprehensive information for us to further investigate the evolutionary history of longan. Single copy nuclear genes from orange, *Arabidopsis*, cacao (*Theobroma cacao*), poplar (*Populus trichocarpa*), grape, apple, papaya, soybean, peach, kiwifruit, and banana [21] were used for genome-scale phylogenetic analysis using the maximum likelihood method. Molecular phylogenetic analysis showed that longan was phylogenetically closest to orange, closer to papaya, *Arabidopsis*, and cacao, far more distant from monocotyledon fruits (banana), and was estimated to have diverged from 69.3 million years ago (Fig 1a, and Figure S5). To access the nature of evolutionary events leading to modern longan genome structures, we analyzed the syntenic relationships between longan and popular. In total, there were 2,106 and 883 syntenic blocks containing 17,901 and 17,447 colinear genes of the longan and popular, respectively (Table S12), which supported conserved colinearity and a close evolutionary relationship in these two plant species. To further analyze the evolutionary divergence and the relative age of duplication of longan and other species, we calculated the distance- transversion rate at fourfold degenerate sites (4DTv) rates (Fig 1c). The 4DTv value peaked at 0.5 for paralog pairs in grape, highlighting the recent WGD in this species. Two peaks 4DTv value at 0.72 and 0.6 for the orthologs between

1 longan and banana or longan and Arabidopsis supported species divergence, respectively.  
2  
3 This result was consistent with the more ancient divergence between monocotyledons and  
4  
5 dicotyledons. The orthologs between longan and grape, longan and peach or longan and  
6  
7 orange showed 4DTv distances peaks at 0.36, 0.36 and 0.26, respectively, which was  
8  
9 consistent with that of Vitaceae or Rosaceae, and more ancient than that of Rutaceae or  
10  
11 Sapindaceae. In longan, the analysis showed ancient duplication events (peak at ~0.55) but  
12  
13 did not reveal recent WGD. These results provided an important complement to the longan  
14  
15 genome to study ancestral forms and arrangements of plant genes [22].  
16  
17  
18  
19  
20  
21

## 22 **Assessment of genetic diversity in longan germplasm**

23  
24  
25 One of the representative characteristics of longan cultivars is highly heterozygous. However,  
26  
27 information on extent of heterozygosity in the whole genome is not well understood [23]. The  
28  
29 availability of the longan draft genome provides us comprehensive assessment of the  
30  
31 heterozygosity in longan genome. Here, we selected 13 representative cultivated accessions  
32  
33 with early-maturing, middle-maturing, late-maturing, multiple-flowering, aborted-seeded,  
34  
35 disease-resistant characteristics for whole-genome resequencing (Table S1). A total of 45.77  
36  
37 Gb of raw data was generated by Illumina sequencing. After alignment of the clean reads  
38  
39 corresponding to 5.02-to 7.31-fold depth and >78 % coverage to the reference (Table S13),  
40  
41 we identified 357,737 single nucleotide polymorphisms (SNPs) (Table S14), and 23,225  
42  
43 small insertions/deletions (indels) (Table S15). The overall polymorphism density was  
44  
45 0.05~0.12 SNPs and 0.004~0.007 indels per 10kb in the genome, which was much lower  
46  
47 diversity than that of orange [11]. In addition, it was worth noting that the major variations  
48  
49 existed among 'FY', 'MQ', and 'SJM' accessions, whereas the variation within the cultivated  
50  
51  
52  
53  
54  
55  
56  
57  
58  
59  
60  
61  
62  
63  
64  
65

longan, especially 'LDB' accessions, was relatively low (Table S14 and S15).

To further investigate the population structure and relationships among the longan accessions, we constructed a neighbor-joining tree (Fig 2a) and carried out a principal component analysis (PCA) (Fig 2b). The neighbor-joining tree, constructed based on all SNPs, indicated that 13 longan accessions were distributed into two subfamilies. The first subfamily only consisted of 'FY', which showed the highest variations and the clear separation with other cultivars, may due to its special traits, such as witches' broom disease-resistant, middle-maturity, and canned processing products, further supports its diversity at an overall genomic level. The second subfamily consisted of three clades. The first clade includes 'JHLY', 'WLL', 'JYW', and 'SN1H'; the second one contains 'MQ', 'SX', 'SJM', 'SEY'; and the third one consisted of 'DB', 'HHZ', 'LDB' and 'YTB'. Moreover, PCA showed that a tendency for the samples from China, such as 'HHZ', 'DB', 'JYW', 'LDB', 'WLL', 'SN1H', 'YTB', 'SEY', 'JHLY', and 'SX', to be clustered together, while showed a clear separation of 'FY' (Quanzhou, China), 'SJM' (South-East Asia), and 'MQ' (Thailand). These results suggested a relationship among 13 selected longan accessions as per their geographical distribution. Additional analysis of population structure was used the FRAPPE program with K (the number of populations) set from 2 to 7 (Fig 2c). When K=7, new subgroup among 13 longan accessions showed some characteristics, such as various maturity, high yielding, aborted-seeding, disease-resistant variety, and multiple flowering. 'SJM' (South-East Asia), and 'MQ' (Thailand), contain high variations may due to they have a different origins. The cultivar 'SX', and 'YTB', are susceptible to disease, contain more variations in resistant genes, such as NBS\_LRR, and LRR\_RLK, than those disease resistant cultivars ('FY', 'SN1H,

1 'MQ', 'LDB', and 'JYW') (Supplemental EXCEL File 4 and 5). These results provided a  
2  
3 measure of the change in genetic diversity and a theoretical estimate of  
4  
5  
6 the genetic relationship among the selected longan cultivars.  
7

### 8 9 **Transcriptome analysis**

10  
11 To improve the gene annotation and address a series of biological questions, we generated  
12  
13 490,502,822 clean reads of RNA-Seq data from nine tissue types, including root, stem, leaf,  
14  
15  
16 flower\_bud, flower, young fruit, pericarp, pulp, and seed, and used them for mapping, and  
17  
18  
19 annotation of the longan genome sequence. About 53.55 ~79.40 % of the unique sRNA  
20  
21  
22 sequences from nine RNA-seq data could be mapped to the genome. RNA-Seq data  
23  
24  
25 confirmed a majority of annotated introns, identified thousands of novel alternatively spliced  
26  
27  
28 mRNA isoforms, extend gene, SNP and indel, indicative of more functional variation than  
29  
30  
31 represented by the gene set alone, and a collection of potentially new and longan-specific  
32  
33  
34 gene (Table S16). A comparative transcriptome analysis of differential expression in the gene  
35  
36  
37 family at nine different developmental stages (root, stem, leaf, flower\_bud, flower, young  
38  
39  
40 fruit, pericarp, pulp, and seed) showed that most of significant differentially expressed genes  
41  
42  
43 were mainly involved in the biosynthesis of secondary metabolites, and plant- pathogen  
44  
45  
46 interaction (Table S16, Fig S6), which was fully consistent with the standpoint of *D. longan*  
47  
48  
49 species containing high levels of polyphenolic compounds, and a lot of plant pathogen  
50  
51  
52 resistant genes [24, 25].

### 53 54 **The biosynthesis of polyphenols and MYB transcription factor in longan**

55  
56 Polyphenols, the potential antioxidative compounds, are the major category of secondary  
57  
58  
59 metabolites in longan leaves, flowers, fruit, and seeds [4]. The phenolic compounds are  
60  
61  
62

1 primarily derived from the shikimic acid pathway, phenylpropanoid pathway, and flavonoid  
2  
3 pathway. To assess changes in polyphenols metabolism during longan vegetative and  
4  
5 reproductive growth between primary and secondary metabolism, the copy number of key  
6  
7 genes within the shikimate acid pathway, phenylpropanoid pathway, and flavonoid, compared  
8  
9 with that from *Arabidopsis*, orange, peach, and grape, was analyzed (Fig 3a), and their  
10  
11 expression was measured (Fig 3b, Supplemental EXCFL File 6 and 7). PCA showed that all  
12  
13 the genes related to biosynthesis of polyphenols were expressed at varying levels among 9  
14  
15 different vegetative growth and reproductive growth samples, with some preferentially  
16  
17 expressed in specific tissues, such as flower and flower bud (Fig 3b).  
18  
19

20 The copy numbers of *DHS*, *DHQS*, *SK*, *EPSP*, *CS*, *CM*, and *ADT* genes, involved in shikimic  
21  
22 acid pathway, with few variations among longan, *Arabidopsis*, orange, peach, and grape,  
23  
24 indicated their evolutionary conservation in different plant species. However, *SDH*, catalyzes  
25  
26 the NADPH-dependent reduction of 3- dehydroshikimate to shikimate in the fourth step of the  
27  
28 shikimate pathway, is a metabolic route required for the biosynthesis of the aromatic amino  
29  
30 acids, had six copy numbers in longan, much higher than those in *Arabidopsis* (1 copy),  
31  
32 orange (3 copy), peach (2 copy), and grape (2 copy). The FPKM analysis among 9 tissues  
33  
34 showed that two members of *SDH* family, Cs9g05070.1-D1, and Cs9g05070.1-D5, showed  
35  
36 highly levels during vegetable and reproductive stages, especially in pulp and pericarp, while  
37  
38 the other members were barely detectable, suggesting that Cs9g05070.1-D1, and  
39  
40 Cs9g05070.1-D5 may play major roles in the shikimate acid pathway.  
41  
42

43 Few variations of the copy numbers of *PAL*, *C4H*, *4CL*, *CHS*, *CHI*, *F3H*, *F3'5'H*, *DFR*, *ANS*,  
44  
45 and *UFGT* genes, involved in phenylpropanoid, and flavonoid pathway, were also observed in  
46  
47  
48  
49  
50  
51  
52  
53  
54  
55  
56  
57  
58  
59  
60  
61  
62  
63  
64  
65

the selected plants, but *F3'H*, *ANR*, and *LAR*, had higher copy numbers in longan than that of Arabidopsis, orange, and grape. Especially, *F3'H*, which is involved in flavonoid biosynthesis, are important for flower color and fruit skin. Thirty five members for *F3'H* gene were found in longan genome (Fig.3c), exhibiting different temporal and spatial expression levels during vegetable and reproductive tissues (Fig.3d). Among these members, the highest expression levels were observed for one in root, two in stem, five in leaf, eleven in flower bud, three in flower, six in young fruit, three in pericarp, and three in seeds; while eleven members were barely detectable in pericarp, pulp, and seeds, further implying that *F3'H* played major roles in determining longan flower colors.

Proanthocyanidins (PA, also called condensed tannins), are crucial polyphenolic compounds for *D. longan*. PA synthesis involves both leucoanthocyanidin reductase (*LAR*) and anthocyanidin reductase (*ANR*) (Fig.3c). In longan, the *ANR* enzyme was encoded by six genes whereas *LAR* was encoded by four genes. The six *ANR* genes and two of four *LAR* genes were barely detectable in the pulp, but all of the *ANR* or *LAR* genes were verified and strongly expressed in pericarp, and less expressed in seeds (Fig.3d). Previous studies showed the most abundances of the total polyphenols, tannins and proanthocyanidin of 12 varieties of Chinese longan fruits in pericarp followed by seed, and pulp [26]. High expression levels of *ANR* and *LAR* in pericarp and seed, and the lowest expression levels of them in pulp indicated they were responsible for determining tannin composition of the longan fruit, further giving an interpretation that why the whole longan fruit eaten dried for use in sweet dessert soups for human health [27].

The MYB family of proteins are verified involving in the regulation of flavonoid biosynthesis

[28]. To further understanding the biosynthesis of polyphenols in longan, the numbers of MYB transcription factor compared with that of *Arabidopsis*, orange, peach, and grape; and their expression was investigated in longan by using genome and transcriptome data. In total, 94 *R2R3-MYB* genes were detected, the numbers were more than those of orange (74), and peach (88), but less than that of grape (116), and *Arabidopsis* (141) (Fig 4a, b). PCA showed that all the MYB family members were expressed at varying levels among 9 different vegetative growth and reproductive growth samples, with some preferentially expressed in specific tissues (Fig 4c, Supplemental EXCEL File 8). Specific *R2R3-MYB* family members, such as *AtMYB3*~-5, -7, -11, -12, -32, -75, -90, -111, -113, -114, and -123, are verified to be involved in the regulation of the flavonoid pathway [28]. In longan, only 4 *R2R3-MYB* genes homogenous of *AtMYB4*, -12, and -123 were found. In *Arabidopsis*, *AtMYB4* was down-regulated *C4H*, -12 was up-regulated *CHS*, *CHI*, *F3H*, and *F3'H*, and -123 was up-regulated *DNS* [28]. All of the 4 *R2R3-MYB* genes homogenous reached peaks in root, but undetected in pulps (Fig 4d), their tissue specific expression indicating that of these genes might be required for the flavonoid biosynthesis.

### **Identification and classification of NBS-LRR and LRR-RLK encoding genes**

Transcriptome data showed that longan contained a lot of plant pathogen resistant genes. To further investigate the molecular basis for longan pathogen susceptibility, we searched for two classes of resistance genes consisting of nucleotide binding site-leucine rich repeat (NBS- LRR) proteins and leucine rich repeat- receptor-like kinases (LRR-RLK) in the longan genome. A total of 594 NBS-LRR and 338 LRR-RLK encoding genes were identified, and accounted for approximately 1.51 %

and 0.86 % of longan protein-coding genes, respectively. Furthermore, the numbers of NBS-LRR and LRR-RLK genes in longan genome were more than those in orange (509, 325), grape (341, 234), kiwifruit (110, 259), peach (425, 268), and papaya (60, 134), but nearly half that of apple (1035, 477) (Table S17). The NBS-LRR- and LRR-RLK- encoding genes contracted tremendously in the longan, orange, and papaya genomes compared with apple, suggesting that contraction in the numbers of NBS-LRR- and LRR-RLK- encoding genes in different species may have altered their resistance to disease after their divergence from apple.

Of these identified disease resistance genes, 594 NBS-LRR genes were classified into six subgroups based on protein domains and sequence conservation (Table S17). Among them, NBS-LRR (NL) (258, 43.43 %) were the most highly represented, followed by coiled-coil (CC) -NBS-LRR- (CNL) (150, 25.25 %), NBS(N) (122, 20.54 %), and CC-NBS (CN)( 37, 6.23 %). Only a few were assigned into Toll interleukin receptor (TIR) -NBS-LRR (TNL) (23, 3.87 %), TIR-NBS (TN) (4, 0.67%). The most highly represented NL subgroup was also found in orange, cacao, grape, kiwifruit, and peach genomes, while the N subgroup genes were the most highly represented in papaya and apple genome. The numbers of CC-motif- encoding genes (187 in total) were much more than that of TIR-motif encoding genes (27) in longan genome, which were similar to those observed in orange, cacao, grape, and kiwifruit, but in contrast to those found in apple and peach. The identified resistance genes would assist in the further study of their functions in longan.

## Conclusion

We have presented a draft genome of *D. longan* for the first time. The draft longan genome sequence was assembled into a 471.88 Mb genome representing 273.44-fold coverage by paired-end sequencing. Whole-genome resequencing and analysis of 13 representative cultivated *D. longan* accessions identified the extent of genetic diversity, and trait discovery. Characterization of the longan genome for protein-coding genes, comparative genomic analysis, and transcriptome analyses, provided insights into longan specific traits, particularly those involved in the biosynthesis of secondary metabolites and pathogen resistance.

## Methods

### Germplasm genetic resources

An 80-year old of *D. longan* ‘Honghezi’ from Fujian Agriculture and Forestry University, China, was used for genomic DNA isolation and sequencing. RNA samples from the roots, leaves, floral buds, flowers, young fruits, mature fruits, pericarp, pulp and seeds of another cultivar *D. longan* ‘Sijimi’ from the experimental fields of Fujian Academy of Agricultural Science in Putian, Fujian Province, were collected for transcriptome sequencing. Fourteen *D. longan* cultivars, ‘Honghezi’(HHZ), ‘Sijimi’(SJM), ‘Shuinanyihao’(SN1H), ‘Jiuyuewu’(JYW), ‘Shixia’(SX), ‘Wulongling’(WLL), ‘Miaoqiao’(MQ), ‘Youtanben’(YTB), ‘Shieryue’(SEY), ‘Lidongben’(LDB), ‘Jiaohelongyan’(JHLY), ‘Fuyan’(FY), ‘Dongbi’(DB), and ‘Songfengben’(SFB), originated or were popularized in different Asian and international regions, were collected for resequencing.

### DNA extraction, library construction, whole-genome shotgun sequencing and assembly

WGS sequencing was performed with the Illumina HiSeq 2000 System. Genomic DNA was

1 extracted from fresh mature leaves of *D. longan* cultivar using the modified SDS method.  
2  
3 DNA sequencing libraries were constructed using standard Illumina libraries prep protocols.  
4  
5 A total of 12 paired-end sequencing libraries, spanning sizes of 170, 250, 500, 800, 2,000,  
6  
7  
8 5,000, 10,000, 20,000, and 40,000 bp, were constructed and sequenced with an Illumina  
9  
10 HiSeq 2000 system. After stringent filtering and correction steps by K-mer frequency-based  
11  
12 methods [15], a total of 121.68 Gb data were obtained, and then assembled using SOAP *de*  
13  
14 *novo* and SSPACE software [29]. To check the completeness of the assembly, we mapped a  
15  
16 longan transcriptome assembly comprising 68,925 unigenes (SRA050205), to the genome  
17  
18 assembly using BLAT32 at various sequence homology and coverage parameters.  
19  
20  
21  
22  
23  
24

### 25 **Repetitive elements identification**

26  
27 Tandem repeats and interspersed repeats are two main types of repeats in the genome.  
28  
29 Tandem repeats were first identified using LTR\_FINDER with default parameters.  
30  
31 Interspersed repeats were identified by Repeat Masker (<http://www.repeatmasker.org/>) and  
32  
33 RepeatProteinMask using a Repbase library [30] and the *de novo* transposable element library.  
34  
35 Identified repeats were then classified into different known classes as previously described  
36  
37  
38  
39  
40  
41  
42 [22].  
43  
44

### 45 **Gene prediction and annotation**

46  
47 For gene predictions, three main approaches of *de novo* prediction, homology-based method,  
48  
49 and RNA-sequenced unigenes- based method were used. For *de novo* prediction,  
50  
51 Augustus[31], GENSCAN [32] and GlimmerHMM [33] were used with parameters trained  
52  
53 on *A.thaliana* and *C.papaya*, then these *de novo* predictions were merged into a unigene set.  
54  
55  
56 For the homology search, protein sequences from three sequenced plants (*Glycine max*,  
57  
58  
59  
60  
61  
62  
63  
64  
65

*Populus trichocarpa*, and *Vitis vinifera*) were mapped to the longan genome assembly using TBLASTN at an E value cutoff of  $1 \times 10^{-5}$ , respectively. To further extract accurate exon–intron information, the homologous genome sequences were then aligned against the matching proteins using GeneWise [34]. Subsequently, Illumina RNA-seq unigenes [18] were aligned to the genome assembly using BLAT[35] to derive spliced alignments.

To finalize the consensus gene set, results of these three methods described above were integrated using GLEAN program [36], and we got the final gene set that contains 39,282 genes. Non-coding RNA were predicted and classified as previously described [37]. Functions of the predicted protein genes were searched with BLAST (E value cutoff of  $1 \times 10^{-5}$ ) against as InterproScan [38], GO [39], KEGG [40], Swissprot [41], and TrEMBL databases.

### Gene families and phylogenetic analysis

Proteins sequences from *T. cacao*, *C. sinensis*, *A. thaliana*, *C. papaya*, *O. sativa*, *P. trichocarpa*, *G. max*, *C. sativus*, *V. vinifera*, *M. acuminata*, *G. raimondii* were used to identify gene families using BLASTP (E-value:  $1e-5$ ), and gene family clusters among different plant species were identified by OrthoMCL [42]. Single-copy families with representation in all species were selected to perform alignment by MUSCLE [43]. Fourfold degenerate sites (4D) were used to construct a phylogenetic tree using twelve species by MRBAYES [44], and the divergence time was estimated using the software MultiDivtime [43]. The colinearity analysis between *D. longan* and *P. trichocarpa* were computed by SyMAP v3.4[45]. Subsequently, transcription factor families were identified using the IPR2genomes tool in GreenPhylDB v2.0 [46] based on InterPro domains, and gene family expansion and contraction within

1 phylogenetically related organisms were detected by the computational analysis of gene  
2  
3 family evolution computer program (CAFÉ) [19].  
4  
5

### 6 **Resequencing, SNPs, Indels and SVs analysis**

7  
8 Paired-end Illumina libraries for thirteen *D. longan* cultivars were prepared following the  
9  
10 manufacturer's instructions and sequenced by an Illumina HiSeq 2000 System. After stringent  
11  
12 filtering and correction steps, the resulting sequence data was uniquely aligned to the  
13  
14 reference genome. SNPs, InDels, and SVs were then identified on the basis of SOAPsnp  
15  
16 (<http://soap.genomics.org.cn/soapsnp.html>), SOAPindel [47], and SOAPsv [48].  
17  
18  
19

20  
21 We used all and high quality SNPs to infer phylogeography and population structure for *D.*  
22  
23 *longan*. For phylogeny, a tree was subsequently generated using the neighbour-joining  
24  
25 method implemented in TreeBeST, bootstrap was seted 1000 replicates.  
26  
27

28  
29 Population structure was examined primarily via PCA by our own program and model-based  
30  
31 clustering algorithms implemented in FRAPPE v1.1 ([http:// smstaging.stanford.edu/tanglab/](http://smstaging.stanford.edu/tanglab/software/frappe.html)  
32  
33 [software/frappe.html](http://smstaging.stanford.edu/tanglab/software/frappe.html)), We increased the pre-defined genetic clusters from K2 to K7 and ran  
34  
35 analysis with 10,000 maximum iterations.  
36  
37  
38  
39  
40  
41

### 42 **Transcriptome sequencing**

43  
44 Transcriptome sequencing was performed with the Illumina HiSeq 2000 System. Total RNAs  
45  
46 from the samples descried above were isolated using the TRIzol Reagent kit (Invitrogen,  
47  
48 Carlsbad, CA). cDNA libraries were constructed and sequenced using Illumina protocols. All  
49  
50 raw reads were first processed to remove the adaptor sequences, law quality and possible  
51  
52 contaminations from chloroplast, mitochondrion and ribosomal DNA. Clean reads were then  
53  
54 aligned to the longan genome sequences using TopHat [49] to identify exons and splice  
55  
56  
57  
58  
59  
60  
61  
62  
63  
64  
65

junctions ab initio. For matched genes, their expression levels in each cDNA library was derived and normalized to FPKM. The software Cluster 3.0 [50] was performed to analyze hierarchical clustering on genes. Differentially expressed genes among different samples were identified using the EBSeq packages[51]. Subsequently, GATK (<http://www.broadinstitute.org/gatk/>) with default parameters was used to call SNPs based on transcript sequence data.

### Identification of genes in secondary metabolites

We downloaded all the proteins of pathway from from Arabidopsis, orange, peach, and grape; and these genes for each species were identified using the following methods. At first, we collected previously published related genome sequences as query sequences. Then, TBLASTN (Legacy Blast v2.2.23) [35] aligned against each genome sequence with a threshold of e-value  $<1e-10$ . As obtained so many TBLASTN results that hit the same genomic region. We extracted high quality alignments (Query\_align\_ratio  $\geq 70\%$  and Identity  $\geq 40\%$ ). Functional intact genes were confirmed via the following approach. Firstly, we collected the blast-hits using the above method. Then, each of the blast-hits sequences were extended in both 3' and 5' directions along the genome sequences in order to predict gene structure by Genewise (v2.2.0)[34]. Finally, we got all the pathway genes in longan and other fruit.

### Identification of *MYB* genes

We download the *MYB* genes from Arabidopsis, orange, peach, and grape, and the identification methods is similar in the part of 'Identification of genes in secondary metabolites'. The *MYB* genes in longan and other fruits were shown in Figure 4, and

their expression in 9 longan samples were shown in Supplementary EXCEL file 8.

### Disease resistance genes analysis

Identification of longan resistance-related genes was based on the most conserved motif structures of plant resistance proteins. The detail methods were described as in [9]. The distribution of longan genes encoded domains similar to plant R proteins and comparison with other sequenced genomes was showed in Table S17.

### Availability of data and material

The whole-genome sequences of the *D. longan* project have been deposited at NCBI database under BioProject PRJNA305337. The NCBI SRA database with accession numbers SRA315202, and the sample Accession were SRS1272137, SRS1272138, SRS1272139, and SRS1272140. Sequencing data, annotations and analyses results have all been uploaded to the FTP site [ftp://ftp.genomics.org.cn/from \\_ BGISZ/20130120/](ftp://ftp.genomics.org.cn/from_BGISZ/20130120/) for evaluation. *D.longan* ‘SIJIMI’ transcriptome data deposited at NCBI database under BioProject PRJNA326792.

### Abbreviations

**Mb:** million base **TEs:** transposable elements **miRNAs:** micorRNAs **snRNAs:** small nuclear RNAs **WGD:** Whole genome duplication **SNPs:** single nucleotide polymorphisms **indels:** insertions/deletions **PCA:** principal component analysis **DHS:** 3-deoxy-D-arabino-heptulosonate 7-phosphate synthase **DHQS:** 3-dehydroquinase synthase **SDH:** Bifunctional 3- dehydroquinase dehydratase/ shikimate dehydrogenase; **SK:** Shikimate kinase **EPSPS:** 3- phosphoshikimate 1- carboxyvinyltransferase/5-

enolpyruvylshikimate-3-phosphate/EPSP synthase **CS:** chorismate synthase **CM:**  
 chorismate mutase **ADT:** arogenate dehydratase/ prephenate dehydratase **PAL:**  
 phenylalanine ammonia lyase **C4H:** cinnamate 4-hydroxylase **4CL:**  
 4-coumaroyl-coenzyme A ligase **CHS:** chalcone synthase **CHI:** chalcone-flavanone  
 isomerase **F3H:** flavanone 3-hydroxylase **F3'H:** flavonoid 3'-hydroxylase **F3'5'H:**  
 flavonoid 3',5'-hydroxylase **ANS:** anthocyanidin synthase **LDOX:**  
 leucoanthocyanidin dioxygenase **DFR:** dihydroflavonol 4-reductase **LAR:**  
 leucoanthocyanidin reductase.

## Declarations

## Additional files

Supplementary EXCEL file 1-*D.longan* transcription factor identification

Supplementary EXCEL file 2 *D. longan* gene family.decrease

Supplementary EXCEL file 3 *D. longan* gene family-expansion

Supplementary EXCEL file 4 FY, SN1H, MQ, LDB, and JYW SNP  
analysis-r1.filter.anno

Supplementary EXCEL file 5 SX, and YTB SNP analysis -r2.filter.anno

Supplementary EXCEL file 6 Statistics of genes copy numbers of biosynthesis of  
polyphenols in different plants

Supplementary EXCEL file 7 Genes expression levels of biosynthesis of polyphenols  
in longan

Supplementary EXCEL file 8 longan MYB genes expressed in 9 different samples

The authors declare no competing financial interests.

## **Consent for publication**

Not applicable

## **COMPETING FINANCIAL INTERESTS**

The authors declare no competing financial interests.

## **Funding**

This work was funded by Research Funds for the National Natural Science Foundation of China (31572088, 31272149, 31201614, and 31078717), Science and Technology Plan Major Projects of Fujian Province (2015NZ0002), the Natural Science Funds for Distinguished Young Scholar in Fujian Province (2015J06004), program for New Century Excellent Talents in Fujian Province University (20151104), the Doctoral Program of Higher Education of the Chinese Ministry of Education (20093515110005 and 20123515120008), the Education Department of Fujian Province Science and Technology Project (JA14099), Program for High- level university construction of FAFU (612014028), and the Natural Science Funds for Distinguished Young Scholar of FAFU (xjq201405).

## **Authors' contributions**

ZXL, YLL, YY, and RKV designed research; YLL, ZXL, RLL, YKC, CZC, QLT, WHL, L XL, DMZ, MKT, ZHZ, CSZ, and SCL collected samples and prepared DNA and RNA. LLY, ZYW, QFL, and YH sequenced, processed the raw data, sequence assembly. XDF, ZYW, CGZ, JW, and MHY coordinated the project; JMM, LLY, ZYW, QFL, YH, and YLL analyzed data; YLL, ZXL, YY, JMM, and RKV wrote and revised the paper.

## Acknowledgments

We thank the following colleagues from the experimental fields of the Fujian Academy of Agricultural Science in Putian for samples.

## References

1. Lai Z, Chen C, Zeng L, Chen Z: Somatic embryogenesis in longan [*Dimocarpus longan* Lour.]. In: *Somatic Embryogenesis in Woody Plants*. Edited by Jain SM, Gupta P, Newton R, vol. 67: Springer Netherlands; 2000: 415-431.
2. Luo J, Zhou C-f, Wan Z: Analysis on the Development Status of Lychee Industry in Guangdong Province in 2010. *Guangdong Agricultural Sciences* 2011, 4:16-18.
3. Mei ZQ, Fu SY, Yu HQ, Yang LQ, Duan CG, Liu XY, Gong S, Fu JJ: Genetic characterization and authentication of *Dimocarpus longan* Lour. using an improved RAPD technique. *Genet Mol Res* 2014, 13(1):1447-1455.
4. Jiang G, Jiang Y, Yang B, Yu C, Tsao R, Zhang H, Chen F: Structural characteristics and antioxidant activities of oligosaccharides from longan fruit pericarp. *Journal of agricultural and food chemistry* 2009, 57(19):9293-9298.
5. Chung YC, Lin CC, Chou CC, Hsu CP: The effect of Longan seed polyphenols on colorectal carcinoma cells. *European journal of clinical investigation* 2010, 40(8):713-721.
6. Prasad KN, Yang B, Shi J, Yu C, Zhao M, Xue S, Jiang Y: Enhanced antioxidant and antityrosinase activities of longan fruit pericarp by ultra-high-pressure-assisted extraction. *Journal of pharmaceutical and biomedical analysis* 2010, 51(2):471-477.
7. Jaillon O, Aury JM, Noel B, Policriti A, Clepet C, Casagrande A, Choisne N, Aubourg S, Vitulo N, Jubin C *et al*: The grapevine genome sequence suggests ancestral hexaploidization in major angiosperm phyla. *Nature* 2007, 449(7161):463-467.
8. Ming R, Hou S, Feng Y, Yu Q, Dionne-Laporte A, Saw JH, Senin P, Wang W, Ly BV, Lewis KL *et al*: The draft genome of the transgenic tropical fruit tree papaya (*Carica papaya* Linnaeus). *Nature* 2008, 452(7190):991-996.
9. Velasco R, Zharkikh A, Affourtit J, Dhingra A, Cestaro A, Kalyanaraman A, Fontana P, Bhatnagar SK, Troggio M, Pruss D *et al*: The genome of the domesticated apple (*Malus x domestica* Borkh.). *Nature genetics* 2010, 42(10):833-839.
10. Zhang Q, Chen W, Sun L, Zhao F, Huang B, Yang W, Tao Y, Wang J, Yuan Z, Fan G *et al*: The genome of *Prunus mume*. *Nature communications* 2012, 3:1318.
11. Xu Q, Chen LL, Ruan X, Chen D, Zhu A, Chen C, Bertrand D, Jiao WB, Hao

- BH, Lyon MP *et al*: The draft genome of sweet orange (*Citrus sinensis*). *Nature genetics* 2013, 45(1):59-66.
12. Verde I, Abbott AG, Scalabrin S, Jung S, Shu S, Marroni F, Zhebentyayeva T, Dettori MT, Grimwood J, Cattonaro F *et al*: The high-quality draft genome of peach (*Prunus persica*) identifies unique patterns of genetic diversity, domestication and genome evolution. *Nature genetics* 2013, 45(5):487-494.
13. Wu J, Wang Z, Shi Z, Zhang S, Ming R, Zhu S, Khan MA, Tao S, Korban SS, Wang H *et al*: The genome of the pear (*Pyrus bretschneideri* Rehd.). *Genome Res* 2013, 23(2):396-408.
14. Huang S, Ding J, Deng D, Tang W, Sun H, Liu D, Zhang L, Niu X, Zhang X, Meng M *et al*: Draft genome of the kiwifruit *Actinidia chinensis*. *Nature communications* 2013, 4:2640.
15. Li R, Fan W, Tian G, Zhu H, He L, Cai J, Huang Q, Cai Q, Li B, Bai Y *et al*: The sequence and de novo assembly of the giant panda genome. *Nature* 2010, 463(7279):311-317.
16. Ming R, VanBuren R, Wai CM, Tang H, Schatz MC, Bowers JE, Lyons E, Wang M-L, Chen J, Biggers E *et al*: The pineapple genome and the evolution of CAM photosynthesis. *Nature genetics* 2015, advance online publication.
17. Ma Q, Feng K, Yang W, Chen Y, Yu F, Yin T: Identification and characterization of nucleotide variations in the genome of *Ziziphus jujuba* (Rhamnaceae) by next generation sequencing. *Mol Biol Rep* 2014, 41(5):3219-3223.
18. Lai Z, Lin Y: Analysis of the global transcriptome of longan (*Dimocarpus longan* Lour.) embryogenic callus using Illumina paired-end sequencing. *BMC Genomics* 2013, 14:561.
19. De Bie T, Cristianini N, Demuth JP, Hahn MW: CAFE: a computational tool for the study of gene family evolution. *Bioinformatics* 2006, 22(10):1269-1271.
20. Guo S, Zhang J, Sun H, Salse J, Lucas WJ, Zhang H, Zheng Y, Mao L, Ren Y, Wang Z *et al*: The draft genome of watermelon (*Citrullus lanatus*) and resequencing of 20 diverse accessions. *Nature genetics* 2013, 45(1):51-58.
21. D'Hont A, Denoeud F, Aury JM, Baurens FC, Carreel F, Garsmeur O, Noel B, Bocs S, Droc G, Rouard M *et al*: The banana (*Musa acuminata*) genome and the evolution of monocotyledonous plants. *Nature* 2012, 488(7410):213-217.
22. Huang S, Li R, Zhang Z, Li L, Gu X, Fan W, Lucas WJ, Wang X, Xie B, Ni P *et al*: The genome of the cucumber, *Cucumis sativus* L. *Nature genetics* 2009, 41(12):1275-1281.
23. Lin T, Lin Y, Ishiki K: Genetic diversity of *Dimocarpus longan* in China revealed by AFLP markers and partial *rbcL* gene sequences. *Scientia Horticulturae* 2005, 103(4):489-498.
24. Lin Y, Lai Z: Comparative analysis reveals dynamic changes in miRNAs and their targets and expression during somatic embryogenesis in longan (*Dimocarpus longan* Lour.). *PLoS One* 2013, 8(4):e60337.
25. Lin CC, Chung YC, Hsu CP: Potential roles of longan flower and seed extracts

- for anti-cancer. *World journal of experimental medicine* 2012, 2(4):78-85.
26. He N, Wang Z, Yang C, Lu Y, Sun D, Wang Y, Shao W, Li Q: Isolation and identification of polyphenolic compounds in longan pericarp. *Separation and Purification Technology* 2009, 70(2):219-224.
27. Tseng HC, Wu WT, Huang HS, Wu MC: Antimicrobial activities of various fractions of longan (*Dimocarpus longan* Lour. Fen Ke) seed extract. *International journal of food sciences and nutrition* 2014.
28. Dubos C, Stracke R, Grotewold E, Weisshaar B, Martin C, Lepiniec L: MYB transcription factors in Arabidopsis. *Trends in plant science* 2010, 15(10):573-581.
29. Boetzer M, Henkel CV, Jansen HJ, Butler D, Pirovano W: Scaffolding pre-assembled contigs using SSPACE. *Bioinformatics* 2011, 27(4):578-579.
30. Jurka J, Kapitonov VV, Pavlicek A, Klonowski P, Kohany O, Walichiewicz J: Repbase Update, a database of eukaryotic repetitive elements. *Cytogenetic and genome research* 2005, 110(1-4):462-467.
31. Stanke M, Keller O, Gunduz I, Hayes A, Waack S, Morgenstern B: AUGUSTUS: ab initio prediction of alternative transcripts. *Nucleic acids research* 2006, 34(Web Server issue):W435-439.
32. Salamov AA, Solovyev VV: Ab initio gene finding in *Drosophila* genomic DNA. *Genome Res* 2000, 10(4):516-522.
33. Majoros WH, Pertea M, Salzberg SL: TigrScan and GlimmerHMM: two open source ab initio eukaryotic gene-finders. *Bioinformatics* 2004, 20(16):2878-2879.
34. Birney E, Clamp M, Durbin R: GeneWise and Genomewise. *Genome Res* 2004, 14(5):988-995.
35. Kent WJ: BLAT--the BLAST-like alignment tool. *Genome Res* 2002, 12(4):656-664.
36. Elsik CG, Mackey AJ, Reese JT, Milshina NV, Roos DS, Weinstock GM: Creating a honey bee consensus gene set. *Genome Biol* 2007, 8(1):R13.
37. Varshney RK, Song C, Saxena RK, Azam S, Yu S, Sharpe AG, Cannon S, Baek J, Rosen BD, Tar'an B *et al*: Draft genome sequence of chickpea (*Cicer arietinum*) provides a resource for trait improvement. *Nature biotechnology* 2013, 31(3):240-246.
38. Zdobnov EM, Apweiler R: InterProScan--an integration platform for the signature-recognition methods in InterPro. *Bioinformatics* 2001, 17(9):847-848.
39. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT *et al*: Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. *Nature genetics* 2000, 25(1):25-29.
40. Kanehisa M, Goto S: KEGG: kyoto encyclopedia of genes and genomes. *Nucleic acids research* 2000, 28(1):27-30.
41. Bairoch A, Apweiler R: The SWISS-PROT protein sequence database and its supplement TrEMBL in 2000. *Nucleic acids research* 2000, 28(1):45-48.

42. Li L, Stoeckert CJ, Jr., Roos DS: OrthoMCL: identification of ortholog groups for eukaryotic genomes. *Genome Res* 2003, 13(9):2178-2189.
43. Edgar RC: MUSCLE: multiple sequence alignment with high accuracy and high throughput. *Nucleic acids research* 2004, 32(5):1792-1797.
44. Huelsenbeck JP, Ronquist F: MRBAYES: Bayesian inference of phylogenetic trees. *Bioinformatics* 2001, 17(8):754-755.
45. Soderlund C, Bomhoff M, Nelson WM: SyMAP v3.4: a turnkey synteny system with application to plant genomes. *Nucleic acids research* 2011, 39(10):e68.
46. Rouard M, Guignon V, Aluome C, Laporte MA, Droc G, Walde C, Zmasek CM, Perin C, Conte MG: GreenPhylDB v2.0: comparative and functional genomics in plants. *Nucleic acids research* 2011, 39(Database issue):D1095-1102.
47. Li S, Li R, Li H, Lu J, Li Y, Bolund L, Schierup MH, Wang J: SOAPindel: efficient identification of indels from short paired reads. *Genome Res* 2013, 23(1):195-200.
48. Li Y, Zheng H, Luo R, Wu H, Zhu H, Li R, Cao H, Wu B, Huang S, Shao H *et al*: Structural variation in two human genomes mapped at single-nucleotide resolution by whole genome de novo assembly. *Nature biotechnology* 2011, 29(8):723-730.
49. Trapnell C, Pachter L, Salzberg SL: TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics* 2009, 25(9):1105-1111.
50. de Hoon MJ, Imoto S, Nolan J, Miyano S: Open source clustering software. *Bioinformatics* 2004, 20(9):1453-1454.
51. Leng N, Dawson JA, Thomson JA, Ruotti V, Rissman AI, Smits BM, Haag JD, Gould MN, Stewart RM, Kendzierski C: EBSeq: an empirical Bayes hierarchical model for inference in RNA-seq experiments. *Bioinformatics* 2013, 29(8):1035-1043.

Tables

Table 1 *D. longan* genome assembly

|                       | Contig      |        | Scaffold    |        |
|-----------------------|-------------|--------|-------------|--------|
|                       | Size(bp)    | Number | Size(bp)    | Number |
| N90                   | 6,457       | 18,861 | 122,626     | 983    |
| N80                   | 11,286      | 13,434 | 197,247     | 668    |
| N70                   | 15,938      | 9,933  | 283,489     | 459    |
| N60                   | 20,685      | 7,339  | 396,999     | 309    |
| N50                   | 26,035      | 5,306  | 566,629     | 204    |
| Longest               | 173,288     |        | 6,942,318   |        |
| Total size            | 471,874,380 |        | 495,332,425 |        |
| Total number(>=200bp) |             | 51,392 |             | 17,367 |
| Total number(>=2Kb)   |             | 27,296 |             | 2,282  |

**Table 2 Statistics and comparison of the *D. longan* assembly to other twelve genomes.** Dl, *Dimocarpus longan*; Cs, *Citrus sinensis*; Cc, *Citrus Clementina*; Cp, *Carica papaya*; Ac, *Actinidia chinensis*; Md, *Malus domestica*; Pp, *Prunus persica*; Pb, *Pyrus bretschneideri*; Vv, *Vitis vinifera*; An, *Ananas comosus* (L.) Merr.; Zj, *Ziziphus jujuba* Mill.; Mn, *Morus notabilis*; Tc, *Theobroma cacao*.

|                                               | Dl      | Cs     | Cc     | Cp     | Ac     | Md     | Pp     | Pb     | Vv     | An     | Zj     | Mn     | Tc     |
|-----------------------------------------------|---------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|--------|
| Chromosome number (2n)                        | 30      | 18     | 18     | 18     | 58     | 34     | 16     | 34     | 38     | 50     | 24     | 14     | 20     |
| Estimate of genome size (Mb)                  | 445     | 367    | 370    | 372    | 758    | 742.3  | 265    | 527    | 475    | 526    | 444    | 357    | 430    |
| Sequence Coverage                             | 273.43  | 214    | 7      | NA     | 140    | 16.9   | 8.47   | 194    | 8.4    | 400    | 390    | 236    | 16.7   |
| Assembled (Mb)                                | 471.88  | 320    | 301    | 271    | 616.1  | 603.9  | 226.6  | 512    | 487    | 382    | 437.65 | 330    | 326.9  |
| Assembling represent percentage of genome (%) | 106.4   | 87.30  | 81.4   | 75     | 81     | 81.3   | 85.50  | 97.10  | 102.5  | 73     | 98.60  | 92.4   | 76     |
| N50 length of contig (Kb)                     | 26.03   | 49.89  | NA     | NA     | 58.9   | 16.17  | 294    | 35.7   | 65.9   | 126.5  | 33.9   | 34.4   | 19.8   |
| N50 length of scaffolds (Mb)                  | 0.56662 | 1.69   | NA     | NA     | 0.646  | NA     | 4      | 0.54   | 2      | 11.8   | 0.3    | 0.39   | 0.4738 |
| GC content (%)                                | 33.7    | 34.06  | NA     | 35.3   | 35.20  | NA     | NA     | NA     | 35     | 33     | 33.41  | 35     | NA     |
| Repeat content (%)                            | 52.87   | 20     | NA     | 51.90  | 36     | 67.4   | 29.60  | 53.10  | 41.40  | 38.30  | 49.49  | 38.8   | 25.70  |
| Number of gene models                         | 39,282  | 29,445 | 24,533 | 24,746 | 39,040 | 57,386 | 27,852 | 42,812 | 30,434 | 27,024 | 32,808 | 27,085 | 28,798 |

NA, no available.

**Figure 1 Phylogenetic and evolutionary analysis of the longan genome.** (a) Molecular phylogenetic analysis based on single-copy genes shared among orange, papaya, Arabidopsis, cacao, poplar, banana, grape, soybean, apple, peach, kiwifruit, and banana from genome data. (b) Comparison of the number of gene families in eleven plant species, such as *T. cacao*, *A. thaliana*, *C. sinensis*, *C. papaya*, *P. trichocarpa*, *G. max*, *V. vinifera*, *M. acuminata*, *D. longan*, *P. persica*, *A. chinensis*, and *M. domestica*. (c) Distribution of 4DTv distance between syntenic gene pairs among banana, peach, orange, Arabidopsis and grape. (d) Distribution of gene families among *D. longan*, *C. sinensis*, *C. papaya*, *V. vinifera*, and *P. persica*. Homologous genes in longan, orange, papaya, grape, and peach were clustered to gene families. The numbers of gene families are indicated for each species and species intersection.

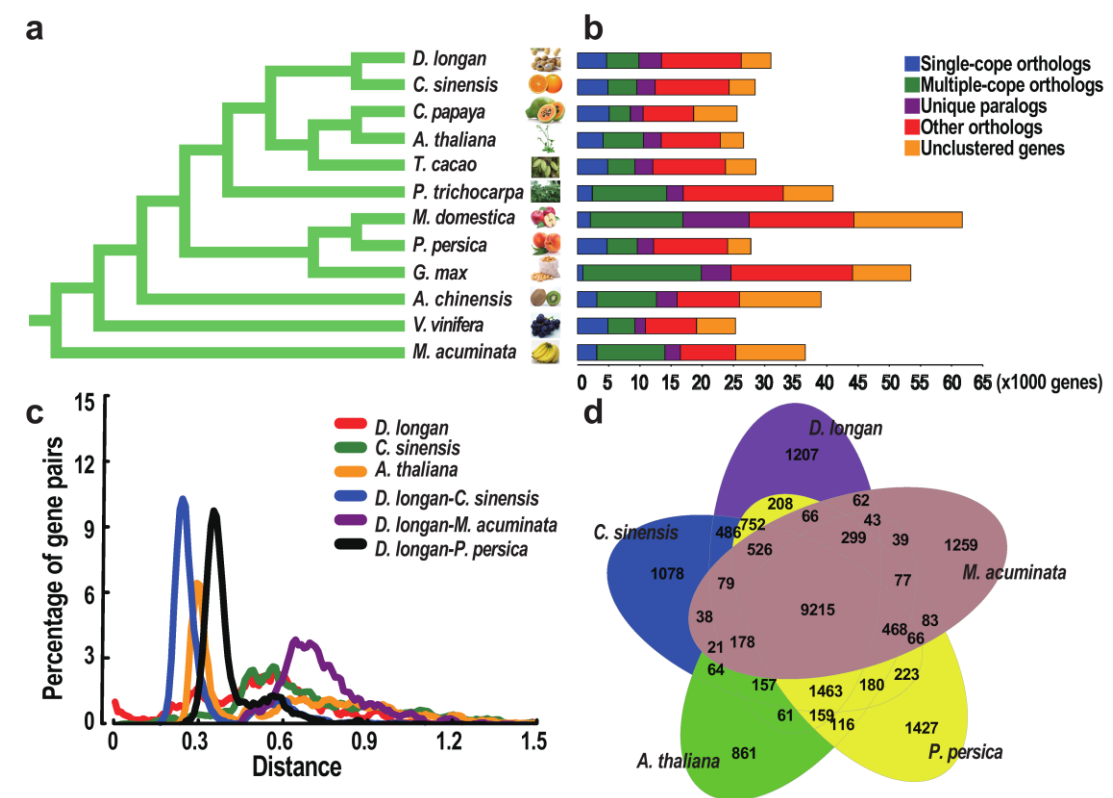

**Figure 2 Genetic diversity and population structure of longan accessions.** (a) Neighbor- joining tree of the 13 longan accessions on the basis of all SNPs. (b) PCA of the 13 longan accessions using SNPs as markers. Different colors represent for different longan accession. HHZ, DB, JYW, LDB, WLL, SN1H, YTB, SEY, JHLY, and SX, are clustered together, FY (Quanzhou, China), SJM (South-East Asia), and MQ (Thailand) showed a clear separation. (c) Population structure of longan accessions. The distribution of the accessions to different populations is indicated by different color. Each accession is represented by a vertical bar. Numbers on the x-axis show represents the K number, and the y-axis shows the different accession.

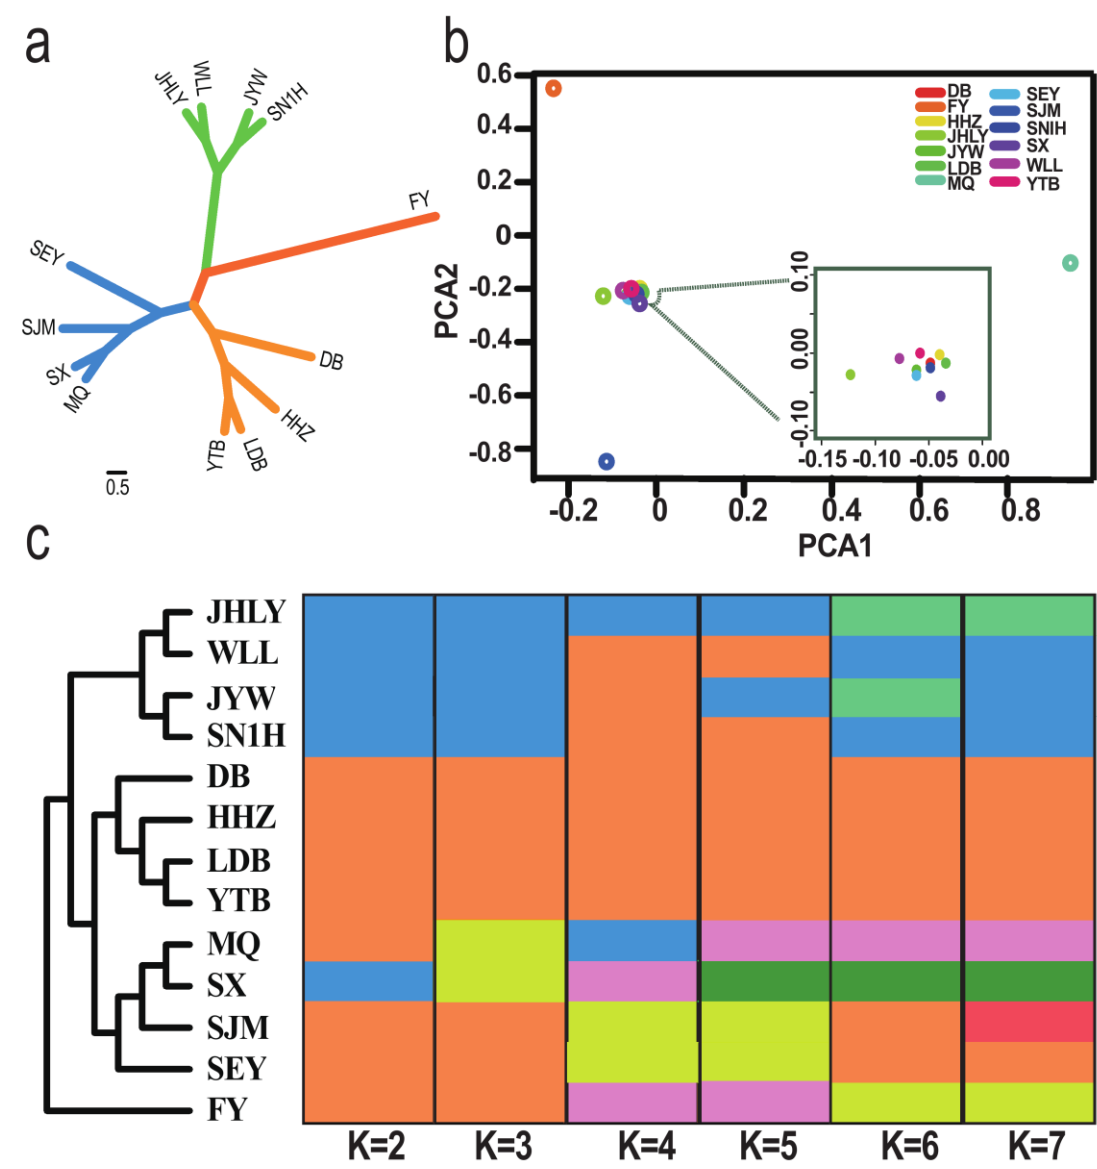

**Figure 3 Simplified diagram of polyphenols biosynthetic pathway.** (a) Simplified diagram of polyphenols biosynthetic pathway. Numbers in brackets represent genes' copy number. (b) PCA scatter plot of 9 samples using genes related to polyphenols biosynthetic pathway. (c) Neighbor-joining tree of the F3'H, ANR, and LAR from longan, peach, orange, Arabidopsis and grape. (d) Cluster analysis of expression profiles of *F3'H*, *ANR*, and *LAR*. The bar represents the scale of relative expression levels of genes, and colors indicate relative signal intensities of genes. Each column represents a sample, and each row represents a single gene.

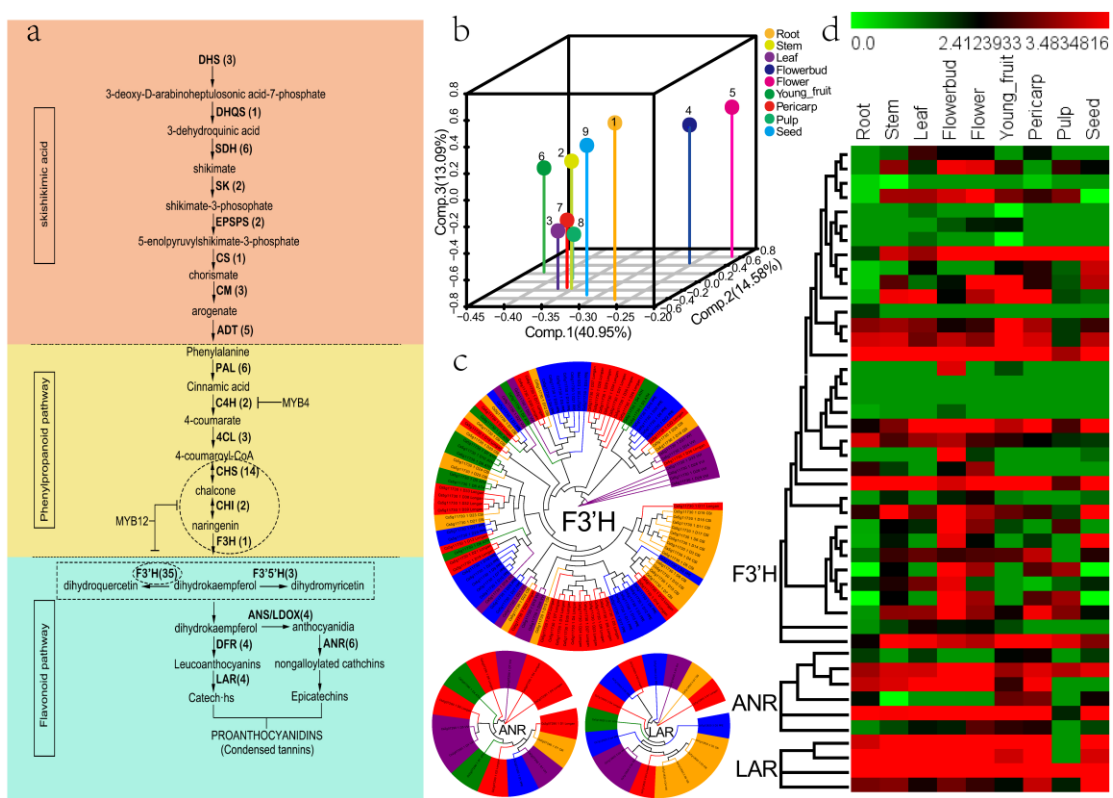

**a**

| Type     | <i>A. thaliana</i> | <i>C. sinensis</i> | <i>D. longan</i> | <i>P. persica</i> | <i>V. vinifera</i> |
|----------|--------------------|--------------------|------------------|-------------------|--------------------|
| R2R3-MYB | 141                | 71                 | 98               | 88                | 116                |
| 3R-MYB   | 5                  | 0                  | 0                | 0                 | 1                  |
| 4R-MYB   | 1                  | 1                  | 0                | 0                 | 1                  |

**b**

**c**

**d**

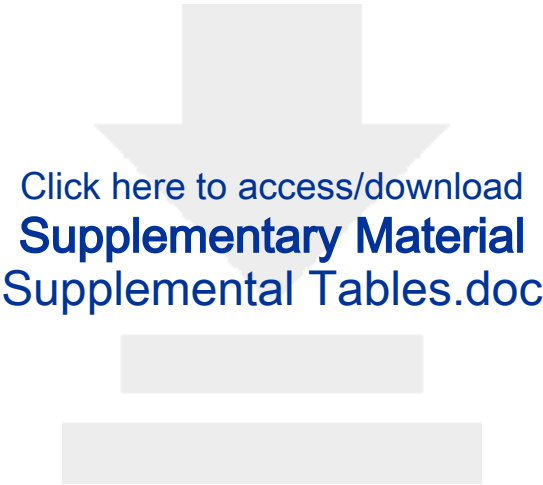

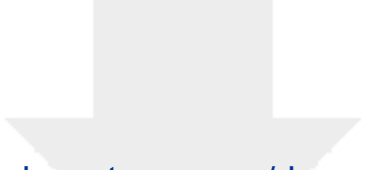

Click here to access/download  
**Supplementary Material**  
Supplemental Figures.doc

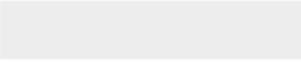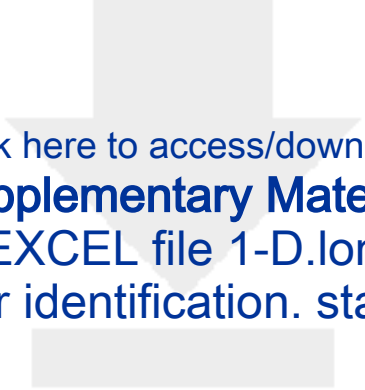

[Click here to access/download](#)

**Supplementary Material**

Supplementary EXCEL file 1-D.longan tanscription  
factor identification. sta.xlsx

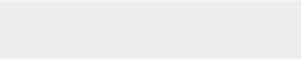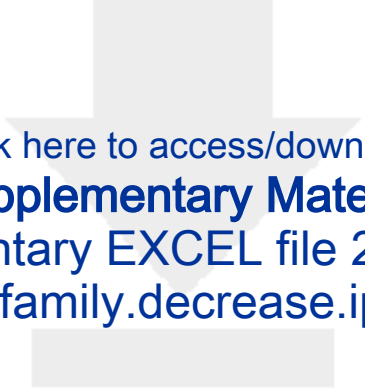

[Click here to access/download](#)

**Supplementary Material**

[Supplementary EXCEL file 2 D. longan  
genefamily.decrease.ipr.xls](#)

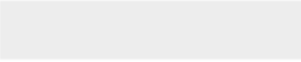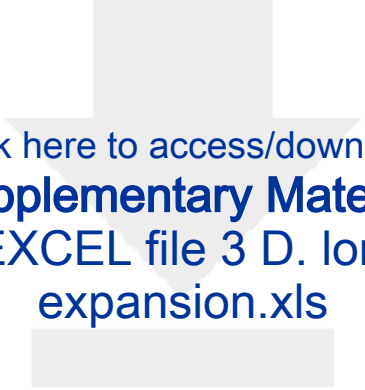

Click here to access/download  
**Supplementary Material**  
Supplementary EXCEL file 3 D. longan genefamily-  
expansion.xls

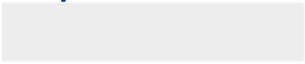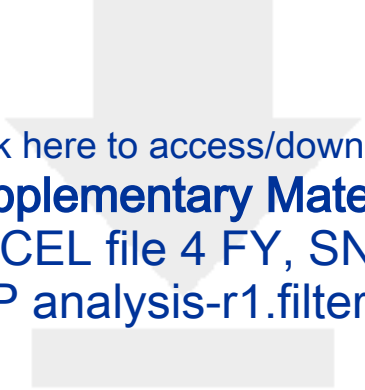

[Click here to access/download](#)

**Supplementary Material**

Supplementary EXCEL file 4 FY, SN1H, MQ, LDB, and  
JYW SNP analysis-r1.filter.anno.xls

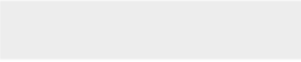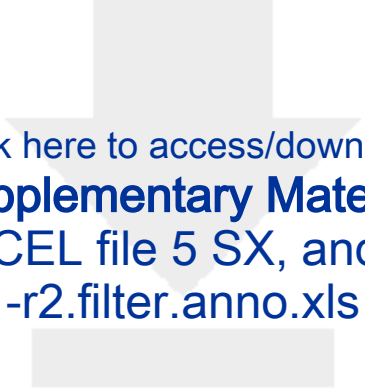

[Click here to access/download](#)

**Supplementary Material**

Supplementary EXCEL file 5 SX, and YTB SNP analysis  
-r2.filter.anno.xls

[Click here to access/download](#)

**Supplementary Material**

Supplementary EXCEL file 6 Statistics of genes copy  
numbers of biosynthesis of polyphenols in different  
plants.xls

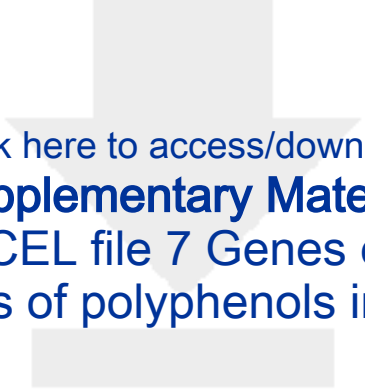

[Click here to access/download](#)

**Supplementary Material**

Supplementary EXCEL file 7 Genes expression levels of  
biosynthesis of polyphenols in longan.xls

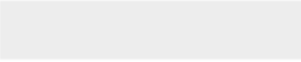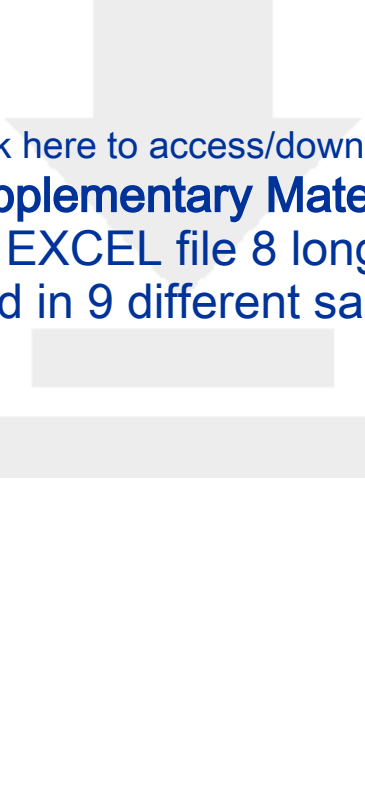

[Click here to access/download](#)

**Supplementary Material**

Supplementary EXCEL file 8 longan MYB genes  
expressed in 9 different samples.xls

# Supplementary material for: Genome-wide sequencing of longan (Dimocarpus longan Lour.) provides insights into molecular basis of its polyphenol-rich characteristics
**Source:** Gigascience. 2017 Mar 28;6(5):1–14. doi: 10.1093/gigascience/gix023
**Supplement:** Additional file 1: — Tables S1 to S19

**Table S 1. Illumina sequence raw data of 12 genome shotgun libraries with different fragment lengths in the *Dimocarpus longan* genome assembly and their respective sequence coverage levels in the final release.**

Note：*D.longan* genome was estimated to be 445 Mb.

**Table S 2. Summary statistics of the output of the whole genome shotgun assembly after stringent filtering and correction steps**

Note：*D.longan* genome was estimated to be 445 Mb.

**Table S 3. 17-mer statistics for longan genomes.**

**Table S 4. Transcriptome mapping results for longan genome.**

Note: The longan transcriptome contain 96,251 scaffolds (≥100) (SRA050205). Of the 96,251 scaffolds (≥100), 97.55 % were identified in the assembly, suggesting that most coding regions were well represented in the assembly.

**Table S 5 The result of assessing genome assembly completeness using BUSCO**

**Table S 6. Statistics of repetitive elements.**

**Table S 7. Statistics of repetitive elements.**

**Table S 8. A comparison of the gene sets of D. longan with those of the other ten plants. Three methods—RNA-seq-based, homology-based (*A. thaliana*, *C. papaya*, *G. max*, *P. trichocarpa*, and *V. vinifera*) and de novo (GlimmerHMM and Augustus)—were used for pepper gene prediction, and the GLEAN program was used to derive consensus gene predictions.**

**Table S 9. The statistical analysis of functional annotation by InterPro, GO, KEGG, Swissprot, TrEMBL.**

**Table S 10. Statistics of non-coding RNA**

**Table S 11. Statistical analysis of clustered gene families by OrthoMCL among eleven species.**

**Table S 12. Syntenic analysis between longan and popular**

How the deposited data were processed for this re-analysis (not part of the article)

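RNA from 9 tissues of the longan cultivar “SJM” was sequenced by the authors on an Illumina HiSeq system, with 1 library per tissue. The authors removed adaptor sequences, low-quality reads and contaminating organelle and ribosomal reads, aligned the clean reads to the draft genome with TopHat, and deposited a table of FPKM values for 30014 genes with 2 decimals. The tool that computed the FPKM values and its version are not given in the sources used here. All 9 value columns were used. The highest number in a gene ID of the table is 39282, the number of annotated genes, so the table lists part of the annotation.

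Each column was assigned to its tissue by its name. The values were used as deposited, without further scaling except in a named alternative. Depth was taken from Table S17 of the study, as clean reads multiplied by the gene map rate, and was checked against the steps of low FPKM values. Without counts, no interval for counting error is given per gene. With 1 library per tissue, no test between tissues was made. Correlations across the 9 libraries, or 7 of them, were tested by two-sided exact permutation. Measures of single libraries were held against Dixon's critical value, and the MYB genes were compared with random gene lists matched on mean expression.

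A gene was counted as expressed above 0 FPKM and as changed when log2((a + 1)/(b + 1)), with a and b in FPKM, was at least 1 in size. Organ-specific genes were above 0 in 1 tissue and listed at 0 in the other 8. Principal components were computed from the correlation matrix of untransformed FPKM with tissues as variables, a choice made because it gives shares close to those printed in Fig. 3b when applied to Supplemental Excel File 7. These rules, the alternatives to them and the rule for named genes were fixed before the data were examined, but with the study's supplementary tables already seen. Named genes are, for each tissue, the organ-specific transcription factor gene with the highest FPKM, and the 2 genes with the highest FPKM in any tissue. The rule also named the members of 7 polyphenol gene families and the MYB homologs, which could not be joined to the deposited table.

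The rows of Supplemental Excel Files 7 and 8 share no identifier with the deposited table. By the rule set for a join by value, with a common factor of 1000, 0 of 90 and 0 of 82 rows with at least 3 values above 0 were joined. With a factor of its own for each row, 1 row of Supplemental Excel File 8 matched a deposited gene whose highest value was 0.04 FPKM, within rounding, at a factor of 58502, and it was not used. Claims about members of the polyphenol families and the MYB homologs therefore have no values from the deposited table, and values of the study's own tables are marked as such and given after the article, apart from Table S17 and 1 mean r and its rank beside the MYB genes. In their place, MYB genes were taken from the study's list of transcription factors, which was decided after seeing the data. Further choices made after seeing the data were the relation of expressed genes to the gene map rate, the MYB correlations without the 5 highest genes, further settings for transcription factor genes, and the 4-fold limit for resistance genes. Lists of genes in expanded and contracted families and of resistance genes are held only in part, so no set test was made on them.

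The functions for fold changes, organ-specific genes, depth and correlations were tested on simulated data. For young fruit VS seed over 30014 genes, 200 of 200 genes with a simulated 4-fold change and a mean of 5 FPKM or more were recovered in the right direction. Root-specific genes simulated at 2 FPKM, with 0 elsewhere, were recovered in 200 of 200 cases. Recovery of smaller changes, of changed genes with lower FPKM and of organ-specific genes under 2 FPKM was not tested. The simulation assumed gene lengths and took 1 fragment for each pair of reads. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.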

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

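Of the 2 tests given here, that of sequencing depth was chosen after its result had been seen, and that of the 10 highest genes before. Expressed genes in pulp numbered 19322, far below the next lowest tissue, leaf, with 21267. The gap is 0.512 of the whole range over the 9 libraries, above Dixon's 95% critical value for 9 values, which chance exceeds in about 1 of 20 groups. The libraries are different tissues and not replicates, so a difference between tissues is itself an open explanation that was not tested. The same measure at 1 FPKM or more gave 15052 genes in pulp and a gap of 0.465, below the critical value, and none of the other 4 measures compared over the libraries passed it.

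Pulp had the fewest reads mapped to genes (21905676), and lower depth may leave genes undetected. At 1 FPKM or more, where depth matters less, the number in pulp was still 10.3% below that of the next lowest tissue, against 9.15% at an FPKM above 0. Root, with 23891065 mapped reads, had 22205 expressed genes. Both argue against depth as the whole cause. Without the 10 highest genes of each library and with each library rescaled to the same total, pulp had 15439 genes at 1 FPKM or more and the next lowest tissue 17114, which argues against the 10 highest genes as the cause. A wider concentration of expression stays open, since 409 genes made up 50% of the total FPKM in pulp and a median of 834 over the 9 tissues. Pulp also had the lowest gene map rate, 36.8%, and with 1 library the state of the RNA or a mixed sample was not tested.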

How the results depend on the processing

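The alternatives given here were set before the data were examined, except the gene map rate, the 4-fold limit for resistance genes, 3 settings for transcription factor genes named as added, the MYB and MYB-related genes, the study's MYB table and the MYB genes without the 5 highest, which were chosen after seeing the data. No paired analysis was possible because each tissue has 1 library. Where no cause is named, the cause was not tested.

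The 9 numbers of expressed genes stayed within 1.5 times under both other limits, at 19010 to 22634 genes with 0.1 FPKM or more and 15052 to 18779 with 1 FPKM or more. The correlation of expressed genes with depth was 0.27 for mapped reads, 0.06 at 1 FPKM or more, and reversed to -0.49 against clean reads. It was 0.71 against the gene map rate, past an unadjusted p of 0.05 (exact permutation p = 0.0462) but not after adjustment (0.185).

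Of the 11 comparisons, all stayed within 1.5 times with 5 FPKM or more in at least 1 tissue (3219 to 8407 genes) and with median-ratio scaling (4679 to 10596). Both a pseudocount of 5 FPKM and a 4-fold limit lowered all 11. The 4-fold limit leaves out changes under 4-fold, while a larger pseudocount further understates the change of genes with low FPKM. With 5 FPKM added and at 4-fold, the changed genes were 4996 and 3578 in root VS stem, 6886 and 5161 in root VS leaf, 3778 and 2472 in leaf VS stem, 2242 and 1294 in flower bud VS flower, and 5649 and 3801 in flower bud VS young fruit. They were 5976 and 3832 in flower VS young fruit, 6862 and 5159 in young fruit VS pulp, 5556 and 3807 in young fruit VS seed, 6251 and 4642 in pericarp VS pulp, 4987 and 3604 in pericarp VS seed, and 5402 and 3847 in pulp VS seed. A pseudocount of 0.1 FPKM raised 3 comparisons by more than 1.5 times, to 10623 in leaf VS stem, 8877 in flower bud VS flower and 12249 in pericarp VS seed. The mean higher in the second-named tissue was 2468 with 5 FPKM added and 1629 at 4-fold, and that higher in the first-named tissue 2858 and 2116. For transcription factor genes with 0.1 FPKM added, flower bud VS flower rose to 522 and the other 10 comparisons stayed within 1.5 times, as did all 11 with median-ratio scaling. Of the added settings, 5 FPKM or more in at least 1 of the 2 tissues left all 11 within 1.5 times, and a pseudocount of 5 FPKM lowered all 11, of which 3 by more than 1.5 times, to 165 in flower bud VS flower, 303 in leaf VS stem and 364 in pulp VS seed. The 4-fold limit lowered all 11, to 335 in root VS stem, 399 in root VS leaf, 201 in leaf VS stem, 78 in flower bud VS flower, 300 in flower bud VS young fruit, 281 in flower VS young fruit, 409 in young fruit VS pulp, 316 in young fruit VS seed, 393 in pericarp VS pulp, 312 in pericarp VS seed and 281 in pulp VS seed.

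Organ-specific genes depended most on the limit. With 1 FPKM or more and 0 in the other 8 tissues, and with below 0.1 FPKM in the other 8, there were 120 and 135 in root, 29 and 31 in stem, 21 and 22 in leaf, 120 and 131 in flower bud, 35 and 39 in flower, 44 and 44 in young fruit, 26 and 29 in pericarp, 73 and 80 in pulp, and 189 and 198 in seed. By tau, leaf had 105, young fruit 123, pericarp 67 and pulp 203, and the other 5 tissues stayed within 1.5 times. Of the 2719 genes, 2062 were under 1 FPKM.

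Component 1 of the MYB genes took 58.2% on the covariance matrix, 68.8% on log2(FPKM + 1), 65.8% with MYB-related genes and 65.5% in the study's table. For the study's polyphenol table it took 42.2% on the covariance matrix and 70.1% on log2(FPKM + 1), against 41.2%. The mean r of stem, pericarp and seed was 0.78 on log2(FPKM + 1), 0.77 by Spearman's rho, 0.83 in the study's table, where it had rank 1 of 84, and 0.57 without the 5 highest genes, where the median of the other pairs also fell, from 0.56 to 0.34. The mean r of leaf, pulp and pericarp in the study's polyphenol table was 0.55, and 0.70 on log2(FPKM + 1) and 0.74 by Spearman's rho, while its rank of 84 went from 2 to 25 and 45.

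In the study's polyphenol table, divided by 1000 although its unit is not settled, a limit of 0.1 in place of 1 left 1 SDH, 11 F3'H and 1 F3'5'H members barely detectable, and the other 11 of 14 alternative counts stayed within 1.5 times. Of the listed genes of expanded families, 59.0% reached 1 FPKM and 91.5% were above 0. Of all genes outside the partial lists, 80.4% and 95.6% did, and these can include further members of expanded families. At 4-fold, 12 resistance genes changed.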

Differences from the paper's values

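The paper gives 87 organ-specific genes in young fruit, and 266 were found by the rule of above 0 there and 0 in the other 8 tissues. With 1 FPKM or more in place of above 0, and also with below 0.1 FPKM elsewhere, the number was 44, also more than 1.5 times away. By the tau index it was 123, within 1.5 times of the paper's value.

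The study's own polyphenol table was read as 1000 times FPKM. That unit is not settled, since no row equals a deposited one at that factor, so the FPKM limits set on it are nominal. The table holds 33 of the paper's 35 F3'H members and 12 of its 14 CHS members. In it, 2 F3'H members had their highest value in root, and the paper gives 1. With identical members counted once the number was 2, and among members reaching 1 FPKM it was 1. Below 1 FPKM in all 9 tissues were 3 of the 12 CHS members, where the paper gives 5 of 14. With a limit of 0.1 FPKM there were 3, and with 2 FPKM 4, within 1.5 times of the paper's value. Below 1 FPKM in pericarp, pulp and seed were 17 of the 33 F3'H members, where the paper gives 11 of 35. With a limit of 0.1 FPKM there were 11, and with 2 FPKM 23.

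The lists read here differ in size from those the paper describes, with no alternative to try. The list titled as contracted families holds 386 families, the paper's number of expanded ones, and was read as the expanded list, and that titled as expanded families has a sheet named Decrease and was read as the contracted list. The paper gives 7839 genes in expanded families and 3612 were read, and it gives 12 contracted families with 53 genes, where 52 families with 9 longan genes were read. The lists of resistance genes hold 9 NBS-LRR and 17 LRR-RLK genes with SNPs, against the paper's 594 and 338 in the genome, which is a wider group.

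The paper ranks young fruit VS seed highest in differentially expressed genes. By the 2-fold rule young fruit VS pulp was highest with 11300 genes, and young fruit VS seed, with 9133, ranked 7 of 11. Its rank was 6 or 7 under the alternatives set before the data were examined. Flower bud VS flower, the lowest in the paper, was also lowest here with 4614. The paper names root as the tissue with the most organ-specific genes and young fruit as that with the fewest. Seed had the most (513) and pericarp the fewest (186), and by the tau index root had the most (506) and pericarp the fewest (67). For transcription factors the paper ranks young fruit VS pulp highest. Root VS leaf had 723 and young fruit VS pulp 708, and root VS leaf stayed highest with median-ratio scaling (705) and, among settings added after seeing the data, with 5 FPKM or more in at least 1 of the 2 tissues (587). Young fruit VS pulp was highest with a pseudocount of 0.1 FPKM (918) and, in added settings, with a pseudocount of 5 FPKM (513) and at 4-fold (409).

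The paper states that all MYB genes were expressed, and in the study's own MYB table 4 of 98 genes are at 0 in all 9 tissues. The paper's text counts 94 R2R3-MYB genes, so these 4 need not belong to its set. It describes high expression of both named SDH members in pulp and pericarp. In the study's table Cs9g05070.1-D5 was highest in pericarp and ranked 7 of 9 in pulp, while Cs9g05070.1-D1 ranked 1 in pericarp and 2 in pulp. For ANR and LAR the paper describes every gene as high in pericarp and lower in seed. In the study's table pericarp was above seed for 4 of 6 ANR and 3 of 4 LAR members. Of the LAR members, 1 was highest in pulp and none in pericarp.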

Other observations

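Of the tests given here, those of seed-specific genes and of the study's MYB table were chosen after the result had been seen. The comparison of each random gene list by its own best 3 tissues was added after that on fixed tissues had been seen. Each pattern was found and tested on the same libraries, so any explanation is a hypothesis.

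Expression was more concentrated in seed and pulp than in the other tissues. The 10 highest genes took 15.5% of the total FPKM in seed and 13.2% in pulp, with a median of 6.42% over the 9 tissues. The order of seed and pulp depends on the measure, since the 50 highest genes took 25.4% in seed and 25.8% in pulp, and 50% of the total was made up by 620 genes in seed and 409 in pulp. Dlo_024518.1 had the highest value in any tissue, 39585 FPKM in seed, and at most 2.99 FPKM (pericarp) elsewhere. Dlo_020889.1 came next, with 29080 FPKM in pulp, 2100 in young fruit and 8.05 in leaf. No biological explanation was tested.

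Seed had the most genes above 0 in 1 tissue and at 0 in the other 8, while by the tau index root had the most (506) and seed 451. If the lead of seed came from chance detection of genes near the lowest measurable value, few would reach 1 FPKM. Among genes at 1 FPKM or more, seed had 189 and the next highest tissues 120, which argues against it. A difference between tissues stays open and was not tested, as seed is 1 library.

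The study's MYB table, Supplemental Excel File 8, equals no deposited row, which may come from quantifying the same libraries on other gene sequences. For 48 of its 82 rows with at least 3 values above 0, the deposited gene nearest in profile was a MYB or MYB-related gene, where 0.481 are expected by chance, and for the polyphenol table this was so for 0 of 90 rows. This is consistent with the same libraries behind both tables. Its column totals, 1099871 to 1338626 over 98 rows, are as large as those of the deposited table over all genes. A candidate explanation is that the values are relative to the fragments on the listed genes alone. The ratio of deposited to tabulated values in the 48 matched genes then rises with the deposited MYB total across tissues. Pearson's r was 0.72 (exact permutation p = 0.0293, n = 9) and Spearman's rho 0.77 (exact permutation p = 0.0214). Without flower bud and flower, r was 0.62 (exact permutation p = 0.142, n = 7) and rho 0.61 (exact permutation p = 0.167), no longer past 0.05 with 7 libraries. The slope was 0.361 where the explanation needs about 1. The 48 genes were matched by likeness of profile across tissues, so the slope cannot decide. The highest deposited MYB total was 2.77 times the lowest, and the highest column total of the study's table 1.22 times its lowest. Such even column totals go with the explanation but were not a test of it. The test leaves it open. That the relation must also pass 0.05 without these 2 tissues was required only after the first result had been seen, and by r and p over the 9 libraries alone it would have counted for the explanation. The nearest profile is not a join, and no gene was named from it.

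Stem, pericarp and seed were alike over the MYB genes. A difference was taken between the mean r of these 3 and the median of the other pairs. Over all 117 MYB genes it was 0.142 on log2(FPKM + 1) and 0.251 on FPKM. Over the 114 MYB genes set against random lists it was 0.144 and 0.251. Scored on the same 3 tissues, 1 of 10000 random lists matched on mean expression reached it on log2(FPKM + 1) and 392 on FPKM. The median over the random lists was 0.0339 and 0.0196, which argues against a likeness of genes at large in these 3 tissues as the whole cause. The study named the tissues from the same libraries, so this does not show that the likeness is particular to MYB genes. Scored on their own best 3 tissues, 128 of 1000 random lists had as high a difference on log2(FPKM + 1) and 452 on FPKM. A candidate explanation is therefore the choice of 3 alike tissues, which other gene lists also have. By mean r over the 117 MYB genes, stem, pericarp and seed had rank 2 of 84 on FPKM and 6 on log2(FPKM + 1). They had rank 1 in the study's MYB table, with a difference of 0.254. Over the 114 genes, the difference for the MYB genes' own best 3 was 0.185 on log2(FPKM + 1) and 0.280 on FPKM. Of the 1000 lists, 3 and 356 reached it on their own best 3. On log2(FPKM + 1), where 3 lists did, the MYB genes thus stand apart from most random lists in some 3 tissues, and on FPKM they do not. A likeness particular to MYB genes stays open. Without the 5 highest genes the mean r on FPKM was 0.57 and the median of the other pairs 0.34, a difference of 0.221.

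Values read from the study's polyphenol table, and not from the deposited one, are as follows. Its unit is not settled, since its columns total 717606 to 890048 over 107 rows, so limits are given in its own unit. If its values are relative to the listed genes alone, tissue ranks compare shares of the list and not expression. Its first 3 principal components took 41.2%, 14.5% and 13.0% of the variance. Below 1000 in pulp were 6 of 6 PAL, 5 of 6 ANR and 3 of 4 LAR members. Pericarp was above seed for 4 of 6 ANR and 3 of 4 LAR members. ANR members peaked in flower (3), pericarp (2) and root (1), and neither of the 2 in pericarp reached 1000. LAR members peaked in leaf (2), pulp (1) and seed (1), and none in pericarp. CHS members peaked in seed (4), flower bud (4), root (2) and flower (1), and 1 of the flower bud members repeats the values of another.

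The list read as that of expanded families holds 3612 longan genes, of which 2222 are in the deposited table and 59.0% of those reached 1 FPKM in at least 1 tissue. It is titled as contracted families but holds the paper's number of expanded ones, 386. The other list has 9 longan genes in 52 families, which argues against that one being the expanded list. The list read as expanded is partial, so no test against other genes was made. Of the genes in the list read as contracted families, 8 were in the table and 6 reached 1 FPKM.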
